# A Unique Signature for Cancer‐Associated Fibroblasts in Melanoma Metastases

**DOI:** 10.1111/pcmr.70002

**Published:** 2025-02-09

**Authors:** Saskia Tauch, Joschka Hey, Bettina Kast, Nicolas Gengenbacher, Lena Weiß, Melanie Sator‐Schmitt, Sabrina Lohr, Alexander Brobeil, Peter Schirmacher, Jochen Utikal, Hellmut G. Augustin, Christoph Plass, Peter Angel

**Keywords:** CAF, melanoma, metastasis, SAA, scRNA sequencing

## Abstract

Cancer‐associated fibroblasts (CAFs) represent a central cell population of the tumor microenvironment (TME). Recently, single‐cell RNA‐sequencing (scRNA‐seq) analyses of primary tumors of different cancer entities yielded different classifications of CAF subsets underscoring the heterogeneity of CAFs within the TME. Here, we analyzed the transcriptional signatures of approximately 8400 CAFs and normal fibroblasts by scRNA‐seq and compared genetic profiles of CAFs from murine melanoma primary tumors to CAFs from corresponding melanoma lung metastases. This revealed distinct subsets for primary tumor and metastasis‐specific CAF populations, respectively. Combined with the spatial characterization of metastasis CAFs at the RNA and protein level, scRNA analyses indicate tumor‐dependent crosstalk between neutrophils and CAFs, mediated via SAA3 and IL1b‐related signaling pathways, which can be recapitulated in vitro. Analyzing tissue sections of human patient samples, this interaction was found to be present in human melanoma metastasis. Taken together, our data highlight unique characteristics of metastasis CAFs with potential therapeutic impact for melanoma metastasis.

**Summary**

- The tumor microenvironment and cancer‐associated fibroblasts (CAFs), especially, have gained more importance in tumor development and metastasis, during the last decade.
- Here, we show an analysis of melanoma CAFs at the single‐cell level, revealing unique characteristics of metastasis CAFs.
- This data provide not only valuable insights into the role of CAFs in melanoma metastasis but combined with analyses of human patient samples, highlight a potential therapeutic impact of metastasis CAFs for melanoma metastasis.

**Abbreviations**
apCAFs: antigen‐presenting CAFs
AT‐2: alveolar type II cells
BEC: blood endothelial cells
CAFs: cancer‐associated fibroblasts
CitH3: citrullinated histone H3
EMT: mesenchymal transition
EndMT: endothelial‐to‐mesenchymal transition
FACS: fluorescence‐activated cell sorting
iCAF: inflammatory
LEC: lymphatic endothelial cells
MM: malignant melanoma
MPO: myeloperoxidase
myCAF: myofibroblastic
PDAC: pancreatic ductal adenocarcinoma
PDPN: podoplanin
RCC: respiratory ciliated cells
scRNA‐seq: single‐cell RNA sequencing
TME: tumor microenvironment
αSMA: α‐smooth muscle actin

## 1 Introduction

Malignant melanoma (MM) represents a very aggressive form of skin cancer, accounting for over 65% of skin cancer‐related deaths while relating to only about 5% of all skin cancer cases (Davey et al. 2021; Domingues et al. 2018; Ransohoff et al. 2016). This is aggravated by a continuously increasing global incidence (Davey et al. 2021; Schadendorf et al. 2015). Since broadly spread metastasis is the leading cause of MM‐related death, metastasis‐specific characteristics could serve as potential therapeutic targets (Zbytek et al. 2008).

Current models of cancer development and metastasis appreciate the central role of nonmalignant cells from the tumor microenvironment (TME) (Hanahan and Weinberg 2011). Strikingly, cancer‐associated fibroblasts (CAFs) were shown to be implicated in the majority of hallmarks of cancer, and thus, have entered the limelight of cancer research. In the specific context of MM, CAFs support BRAF inhibitor resistance (Hirata et al. 2015) and influence immunotherapy outcome (Wong et al. 2019).

CAFs are thought to resemble activated myofibroblasts, albeit showing a higher degree of heterogeneity (Deyell et al. 2021; Ping et al. 2021). Based on the heterogeneity of CAFs, multiple sources have been described. These include local fibroblasts, mesenchymal stem cells, as well as epithelial and endothelial cells (Quante et al. 2011; Zeisberg et al. 2007; Petersen et al. 2003). Thus, CAFs have been considered to rather be a dynamic cell state than a specific cell type (Madar et al. 2013).

In recent years, multiple publications proposed different classifications of CAFs in a range of tumor entities based on scRNA‐sequencing analysis. Investigating CAFs in MM, immune, desmoplastic, and contractile CAFs were defined in murine B16. F10‐derived primary tumors (Davidson et al. 2020). Albeit, unraveling new insights into CAF populations, most studies focused on CAFs in primary tumors, leaving the critical question of a putative metastasis‐specific targetable CAF signature unanswered.

In this study, we apply scRNA sequencing on primary tumor and lung metastasis samples from an improved mouse model (Gengenbacher et al. 2021) of MM development and metastasis to identify putative metastasis‐specific therapeutic targets for MM.

Noteworthy, we found one metastasis‐specific CAF cluster, which mounts an Il‐1b‐SAA3‐specific connection between immune cells and CAFs. Our data for metastasis‐specific CAFs complement and expand the present scRNA‐sequencing data for CAFs derived from primary tumors and may open the way for metastasis‐specific therapies, targeting CAFs.

## 2 Results

### 2.1 scRNA‐Sequencing Data Mirror the Complexity of the Tumor Stroma

To define metastasis‐specific CAF profiles by scRNA sequencing, we applied the MT‐ret melanoma fragment transplantation model (Gengenbacher et al. 2021) (MT‐ret–derived model) and combined it with mT/mG mice (Gt (ROSA)26Sor^tm4(ACTB‐tdTomato,‐EGFP)Luo/^J) (Muzumdar et al. 2007), generating MM primary tumor samples and corresponding lung metastases, in which engrafted tumor cells are unlabeled while host TME cells constitutively express tdTomato (Figure S1a). 

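The transplanted MM cells lack the red fluorescent protein tdTomato that all host cells carry, so the TME could be sorted apart from them. Cells classed as MM cells were still found in TME libraries. The sequenced samples were of 5 kinds: the TME of lung metastases, the TME of primary tumors, unchallenged lung, and MM cells sorted from either site. Each value deposited by the authors is the count of unique molecular identifiers (UMIs) of 1 gene in 1 cell, where a UMI stands for 1 captured RNA molecule. Cell Ranger made these counts on the GRCm38 assembly and they are not normalized. Cells had already been removed by the authors' quantile limits. The barcodes left carried 553 to 3785 detected genes, at most 18.9% mitochondrial UMIs and at most 9.60% ribosomal UMIs.
The counts cover 110283 barcodes under 24 library names. Of these names, 5 hold the same barcodes with the same counts as another name. Replicates 5 and 7 are identical in the lung metastasis TME and again in the primary tumor TME, and so are replicates 6 and 8 in each. The library taken as MM cells of lung metastasis replicate 6 equals the TME of that replicate. Library names and sample labels disagree on some replicate numbers. That library is called replicate 3 of mouse 21 and was assigned as the last one left, and unchallenged lung replicate 1 is called replicate 2. Numbers here are those of the labels. Each of these cells was counted once, under the lower number, which removed 9924 barcodes and left 100359 cells in 16 libraries. Replicates 1 to 3 of the primary tumor and of the lung metastasis TME are 1 sample each in the labels and were taken as 1 library. The lung metastasis TME libraries hold 2750267 to 27672199 UMIs (median 4118455, n = 4), those of the primary tumor TME 1777036 to 17577997 (median 5324316, n = 4) and those of unchallenged lung 6158006 to 53506609 (median 23639491, n = 4). The sequencing run follows the replicate number in all 3 tissues: replicates 1 to 3 are run 1, replicate 4 is run 2, and replicates 5 and 6 are run 3. Lung metastasis and primary tumor replicates 5 and 6 come from the same 2 mice, and mice 2 and 3 supply both libraries of replicates 1 to 3. Replicate 4 comes from different mice. The sort gate of a single library, with or without CD45-positive cells, is not given in the sources used here.
The cell types had to be rebuilt, because the counts used here come without cell labels. Counts were log-normalized, and cells were clustered on 2000 variable genes with 17 principal components for all cells and 12 for fibroblasts at resolution 0.5. The methods give 17 components and this resolution for clustering, and 12 dimensions for the UMAP of fibroblasts. They give no number of variable genes. Libraries, not cells, were the replicates of every comparison, and fibroblasts were compared in libraries with at least 20 of them. The comparisons, their settings and the alternatives to them were fixed before the data were examined, apart from those named as added later. Scrublet, which scores doublets, marked 373 cells, and under 0.5% in 5 of the 6 largest libraries. It therefore did not find the doublets expected there, and no cell was removed on its score.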

To confirm that the vast majority of CAFs are indeed tdTomato^+^, we performed immunofluorescence staining of the fibroblast markers podoplanin (PDPN) and α‐smooth muscle actin (αSMA) on tissue sections of a primary tumor engrafted in a mT/mG mouse (Figure S1b). Indeed, both, PDPN and αSMA, colocalized with tdTomato, verifying that CAFs are effectively labeled and derived from the mT/mG host.

To circumvent the current lack of a general CAF surface marker and to acknowledge CAF heterogeneity, library preparation was performed with all tdTomato^+^ CD45^−^ cells without further positive selection for fibroblast markers (Figure 1a). Corresponding tdTomato^−^ MM cells were processed in parallel as separate samples. Additionally, cells from normal lung tissues were included as unchallenged control. 

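Graph clustering of the cells, each counted once, gave 24 clusters. A cluster received the name of a cell type where at least 3 of the markers fixed for that type were raised in it, each with a log2 fold above 1 and in at least 10% of its cells. This named 21 clusters. The other 3 clusters, with 3660, 2031 and 2025 cells, were left unnamed. The first of them is led by *Plac8*, *Ms4a4c* and *Ly6c2*, the second by *Cd300e*, *Ly6i* and *Apoc2*, and the third by *Cspg4*, *Bche* and *Wnt4*.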

After quality control, approximately 227,146 cells remained in the dataset, clustering into 12 cell‐type clusters (Figure 1b). Of these, 37,368 cells derived from the unchallenged lung controls, 13,850 cells from the lung metastasis TME, and 9163 cells from the primary tumor TME (Figure S2a). 

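In the deposited libraries, unchallenged lung holds 37386 cells under 4 names. The lung metastasis TME holds 13850 cells under 7 names and the primary tumor TME 9163 under 8. With every cell counted once, the lung metastasis TME has 7648 cells and the primary tumor TME 6477, and unchallenged lung is unchanged. Sorted MM cells number 12984 from lung metastases, 11948 when counted once, and 36900 from primary tumors. A library holds 661 to 5166 cells in the lung metastasis TME, 303 to 3123 in the primary tumor TME and 1326 to 25966 in unchallenged lung.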

According to commonly known linage markers, we were able to identify MM cells (*Cited1, Cd63, Dct*), fibroblasts (*Mgp, Dcn, Col1a1*), blood‐(BEC; *Pecam, Cd34, Vwf*), and lymphatic endothelial cells (LEC; *Lyve1, Tmem100, Cldn5*), as well as immune cells including macrophages (*Lyz2, Chil3, Ccl6*), neutrophils (*S100a9, S100a8, Il1b*), B cells (*Cd79a, Cd79b, Igkc*), NK cells (*Nkg7, Gzma, Ccl5*), and T cells (*Cd3g, Il7r, Trac*). Lung‐specific cell types like alveolar Type II cells (AT‐2; *Sftpb, Sftpd, Slc34a2*), club cells (*Scgb3a2, Scgb1a1, Scgb3a1*), and respiratory ciliated cells (RCC; *Tmem212, Sec14l3, Ccdc153*) were also present (Figure S2b, Table S1). Collectively, these clusters mirrored the heterogeneity of tumor, metastasis, and lung tissues.

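Counted once, the cells of the 12 types were 50083 MM cells, 10444 macrophages, 8375 RCC, 5448 fibroblasts, 3560 LEC, 3289 BEC, 2665 neutrophils, 2182 AT-2 cells, 2128 NK cells, 1957 B cells, 1442 club cells and 1070 T cells. The name LEC follows the paper. The cluster has *Tmem100* and *Ptprb* among its 10 leading genes beside *Npr3*, *Glp1r* and *Gpihbp1*, and not *Lyve1*, so whether its cells are lymphatic is open. In the TME of lung metastases the largest named classes were 2092 MM cells, 993 BEC, 626 LEC and 501 fibroblasts, beside 1419 unnamed cells. Of these MM cells, 2061 lie in replicate 5, a library of 5166 cells, so the sort did not keep them out of it. The primary tumor TME had 2642 macrophages, 2399 fibroblasts and 543 BEC. Unchallenged lung had 7985 RCC, 7333 macrophages, 2913 LEC, 2514 fibroblasts and 1987 AT-2 cells. The TME of lung metastases also held 357 RCC, 191 AT-2 cells and 140 club cells, types of the surrounding lung. These counts depend on the sort and on the size of each library, and the tissues were not compared by them.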

**FIGURE 1:**
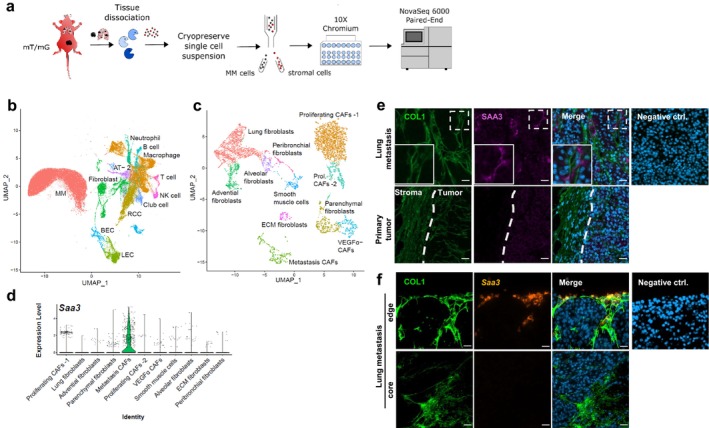
scRNA data mirror the complex cellular composition of primary tumors and metastases. (a) Schematics of workflow. (b) Cell clusters based on 10× Genomics scRNA‐sequencing analysis visualized by uniform manifold approximation and projection (UMAP). Cells are color coded according to cell types. (c) Fibroblast clusters extracted from (b). (d) The violin plot shows the expression of *Saa3* for fibroblast clusters. (e) IF staining of collagen I, and SAA3 on lung metastasis and primary tumor. Time point of metastasis = 6 weeks after primary tumor resection. Dashed line: tumor/TME margin. (f) RNAscopeTM in situ hybridization of *Saa3* and IF staining of collagen I on lung metastasis. Upper line: Leading edge, lower line: Tumor core. Time point of metastasis = 2 months after primary tumor resection. Scale bar = 20 μm.

### 2.2 Single‐Cell Analysis Reveals Distinct Clusters for Primary Tumor and Metastasis CAFs

For in‐depth analysis of CAFs, we isolated CAFs and normal fibroblasts in silico based on a larger set of fibroblast marker genes (Figure S3a). This resulted in 11 fibroblast subclusters, containing approximately 8400 cells (Figure 1c). 

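The fibroblasts lay in 3 of the clusters of all cells. In the first, 2468 of 2627 cells came from unchallenged lung, and in the second, 1609 of 1668 came from the primary tumor TME. The third held 789 cells of the primary tumor TME, 317 of the lung metastasis TME and 45 of unchallenged lung. Class-wide comparisons between tissues are therefore also comparisons between these clusters. Few libraries carry most of the cells. In the lung metastasis TME, replicates 5 and 6 hold 432 and 53 fibroblasts and the other libraries 4 and 12. Primary tumor replicates 4, 5 and 6 hold 193, 136 and 2053, and unchallenged lung replicates 4, 5 and 6 hold 70, 168 and 2270. Replicates 1 to 3 of the primary tumor, with 17 fibroblasts, and replicate 1 of unchallenged lung, with 6, fell below the limit of 20.
Clustering the fibroblasts alone gave 14 subclusters, against 10 at resolution 0.3 and 17 at resolution 1.0. Markers of another cell type lead 4 subclusters with 2612 cells in all, which were left unnamed. These genes belong to MM cells (1494 cells, of which 1458 in primary tumor replicate 6), ciliated cells (574 cells), macrophages (495 cells) and club cells (49 cells). The named subclusters are 2 alveolar, 2 advential and 2 parenchymal ones and 1 each of extracellular matrix, peribronchial, SMC and metastasis CAF type.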

Using previously described marker genes for known fibroblast subtypes, clusters could be assigned to alveolar (*Npnt, Mfap4, Fmo2, Inmt*) and peribronchial (*Hhip, Mustn1, Enpp2*) lung fibroblasts, smooth muscle cells (SMC; *Rgs5, Myh11, Myl9*), and advential (*Pi16* and *Ly6a*) and parenchymal (*Col15a1* and *Fbn2*) fibroblasts. Extracellular matrix fibroblast and VEGFA CAFs were termed according to the upregulation of marker genes related to extracellular matrix (*Tnxb, Col3a1, Col1a2, Fbn1*) and angiogenesis (*Vegfa, Hspa1a, Hspa1b*; Figure S3b, Table S2), respectively. Performing cell cycle analysis based on the ratio of expression levels of genes related to G1, S, or G2/M revealed two highly proliferative clusters, which we labeled proliferating CAFs‐1 and ‐2 (Figure 1c and Figure S3c).

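Each fibroblast was assigned a phase from 42 genes of the S phase and 52 of G2/M, after its UMIs were thinned to 1000 so that depth was equal. The largest subcluster, the one led by MM cell genes, had the highest share of cells assigned to S or G2/M. In primary tumor replicate 6 the share was 68.7% of its 936 cells and 41.7% of the 583 other fibroblasts, a difference of 27.0 percentage points. That is the only library with at least 10 cells on both sides at this depth, so no test was made. Without thinning, a 2nd library qualified and the mean difference was 48.4 points, the setting that moved it most. A UMI of *Mki67* or *Top2a* was present in 18.3% of the cells of this subcluster and in 7.72% of the other fibroblasts at equal depth, against 7.91% of BEC of the library. Before thinning, the median was 1042.5 UMIs in this subcluster, 5385 in the other fibroblasts and 4998 in BEC. In the other subclusters 27.6% to 48.5% of the cells were assigned to S or G2/M. The paper reads 2 proliferative CAF clusters from such assignments. Since the subcluster carries transcripts of MM cells, its phase alone does not tell whether fibroblasts divide. Of 8 listed melanoma genes, the paper's Table S2 has 2 raised in proliferating CAFs-1 and 0 in proliferating CAFs-2. Of the 2 proliferating clusters, the doubt is therefore raised for the first alone. Such genes are not confined to it, as 4 of the 8 are raised in the paper's peribronchial cluster and 2 in its metastasis CAF cluster.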

To identify the CAF clusters specifically derived from lung metastases, cells were color coded according to their sample of origin (Figure S3d). This revealed the presence of tissue‐specific normal fibroblast and CAF clusters, but also clusters, which were common for multiple tissue sources. 

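By tissue, the larger alveolar subcluster holds 747 of its 754 cells from unchallenged lung, and the larger advential one 381 of 388. The 2 parenchymal subclusters hold 494 of 501 and 109 of 118 cells from the primary tumor TME, and the extracellular matrix subcluster 208 of 214. Cells of several tissues share the SMC subcluster, with 86 from the primary tumor TME, 39 from the lung metastasis TME and 6 from unchallenged lung. They also share the smaller advential subcluster, with 132 cells from unchallenged lung, 22 from the lung metastasis TME and 20 from the primary tumor TME. A few libraries supply most of these cells, 714 of the 754 alveolar ones coming from unchallenged lung replicate 6. The counts were not tested between tissues.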

Strikingly, fibroblasts from metastasis formed one defined cluster, which mainly contained metastasis‐derived cells. Thus, this cluster was termed the metastasis CAF cluster. Furthermore, the clusters of alveolar and peribronchial fibroblasts, contained, besides cells from unchallenged lung samples, also cells from metastasis samples (Figure S3d). This is due to the fact that the metastasis samples included a small amount of nontumorigenic adjacent tissue.

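The paper concludes that 1 cluster consists mainly of metastasis-derived cells. Of its 265 cells in the rebuilt clustering, 244 (92.1%) are from the lung metastasis TME, 13 from unchallenged lung and 7 from the primary tumor TME. Replicate 5 supplies 211 of the 244 and replicate 6 supplies 31. Per library, the cluster takes 48.8% and 58.5% of the metastasis fibroblasts (53.7 ± 6.82%, mean ± SD, n = 2). Its share is 0.868 ± 0.702% in the primary tumor (n = 3) and 1.28 ± 1.99% in unchallenged lung (n = 3). The differences of 52.8 and 52.4 percentage points each have a two-sided exact permutation p of 0.1, the smallest possible for 2 against 3 libraries. Within run 3 alone they are 52.9 and 51.7 points (two-sided exact permutation p = 0.333 each, the smallest for 2 against 2). The setting that moved the differences most, added later, took in the libraries with fewer than 20 fibroblasts and gave 37.2 and 34.2 points (two-sided exact permutation p = 0.143 each, smallest 0.0286 for 4 against 4). A cluster is built from the genes that set it apart, so the fibroblasts were also clustered with 25 genes removed, namely *Saa3*, the signature genes and lists of mesothelial genes, again added later. The metastasis share was then 52.8 ± 5.32%, and 262 of the 265 cells stayed together. Only 24 of the 2000 variable genes were dropped, while the paper lists 562 genes for this cluster. The matching cluster was picked as the one that took in most of the 265 cells. The result therefore shows only that the cluster does not need those 25 genes, and the circularity remains.

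**Figure D1:**
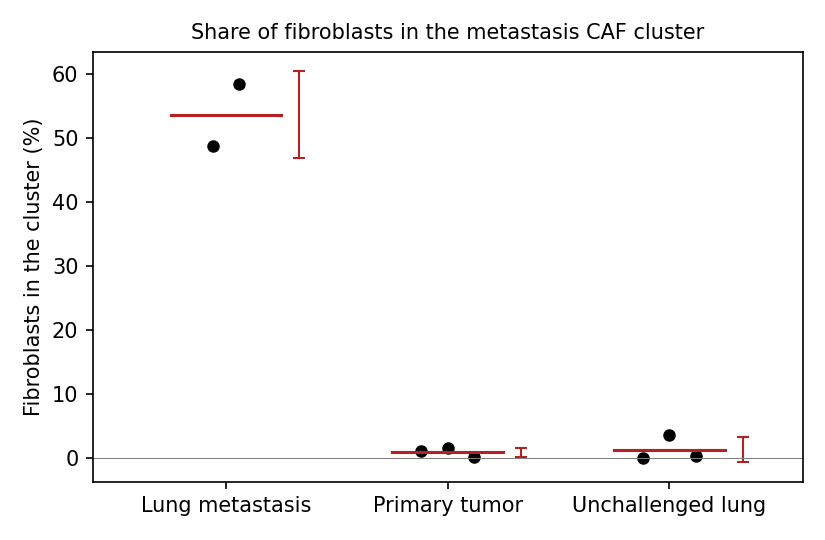
Share of fibroblasts (%) that lie in the metastasis CAF cluster in lung metastasis, primary tumor and unchallenged lung. Each black point is a library with at least 20 fibroblasts, the red line is the mean and the red bar ± SD.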

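The smaller alveolar subcluster holds 88 cells from unchallenged lung and 68 from the lung metastasis TME, 63 of these from replicate 5. The peribronchial subcluster holds 100 cells from the lung metastasis TME, 90 of them from replicate 5, 6 from replicate 6 and 4 from replicate 4, beside 30 from unchallenged lung and 3 from the primary tumor TME. Only 7 metastasis cells fall in the larger alveolar subcluster.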

### 2.3 *Saa3* Expression is a Hallmark of Metastasis CAFs

To understand the role of metastasis CAFs, we investigated the genes of the metastasis CAF cluster. 

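All fibroblasts of a library were summed and the tissues compared with edgeR (quasi-likelihood, 2 lung metastasis, 3 primary tumor and 3 unchallenged lung libraries, Benjamini-Hochberg adjustment). Of 11126 genes, 117 differed between metastasis and primary tumor at an adjusted p below 0.05, 98 of them higher in metastasis. Between metastasis and unchallenged lung 105 differed, 96 of them higher. Primary tumors were transplanted under the skin, so the first comparison is also one between organs. Before adjustment, 1147 and 2123 genes had p below 0.05. These counts are fragile. Leaving out lung metastasis replicate 5 gave 2 and 7 genes, and leaving out lung metastasis replicate 6 gave 7 and 8. Without primary tumor replicate 4, 5 or 6 the first count was 15, 10 or 3, and without unchallenged lung replicate 4 or 6 the second was 24 or 301. With the replicate as a block the first count was 464. DESeq2 called 273 and 473 genes, and splits its second count as 61.1% higher where edgeR has 91.4%. Counting the repeated names as further libraries, an alternative added later, moved both counts most, to 1539 and 2405. In simulated data with the same libraries the test found 26% and 5.5% of changes of 2 log2 units, so a gene that is not called is not shown to be equal.
The 6 signature genes passed in both comparisons, in summed fibroblasts that include those outside the cluster. They were picked by the paper on these samples, so this is no independent evidence. Against primary tumor the log2 fold changes were 5.29 for *Clu* (adjusted p 0.0133), 5.74 for *Cxadr* (0.0169), 4.88 for *Lgals7* (0.0284), 9.44 for *Calca* (0.0142), 5.22 for *Wnt4* (0.0125) and 6.77 for *Wt1* (0.0181). Against unchallenged lung they were 3.69 for *Clu* (adjusted p 0.0320), 4.26 for *Cxadr* (0.0339), 6.55 for *Lgals7* (0.0265), 5.17 for *Calca* (0.0320), 3.13 for *Wnt4* (0.0339) and 5.10 for *Wt1* (0.0339). Each of these calls was lost in 3 to 6 of 16 or 17 alternatives. All 56 *Calca* UMIs of unchallenged lung lie in replicate 6, and with 1 library left out that fold change was 4.67 to 11.46. The fitted primary tumor libraries held 2 *Calca* UMIs, both in replicate 6. With 1 library left out, the folds against primary tumor ran from 4.82 to 5.95 (*Clu*), 5.26 to 7.04 (*Cxadr*) and 3.35 to 5.46 (*Lgals7*). They ran from 9.20 to 11.37 (*Calca*), 4.94 to 5.39 (*Wnt4*) and 5.57 to 7.66 (*Wt1*). Against unchallenged lung they ran from 3.45 to 3.85 (*Clu*), 3.84 to 4.65 (*Cxadr*) and 5.00 to 7.82 (*Lgals7*). Those of *Wnt4* and *Wt1* ran from 2.71 to 3.75 and 4.01 to 6.13. Leaving out the metastasis CAF cluster lowered *Wnt4* to 0.00 and *Clu* to 0.58 against unchallenged lung. On GRCm38 the genes are *Clu* (ENSMUSG00000022037, chromosome 14, 65968483–65981547), *Cxadr* (ENSMUSG00000022865, chromosome 16, 78301489–78359774), *Lgals7* (ENSMUSG00000053522, chromosome 7, 28863853–28866284), *Calca* (ENSMUSG00000030669, chromosome 7, 114631478–114636357), *Wnt4* (ENSMUSG00000036856, chromosome 4, 137277489–137299726) and *Wt1* (ENSMUSG00000016458, chromosome 2, 105126529–105173616).
*Saa3* (ENSMUSG00000040026, chromosome 7, 46711998–46715700, minus strand) was compared inside the lung metastasis libraries, between the cluster and the other fibroblasts of the same library. In CPM (counts of the gene per 1e6 UMIs) it reached 792 against 129 in replicate 5 and 1948 against 150 in replicate 6, a mean log2 ratio of 3.15 (2 libraries; two-sided exact sign-flip p = 0.5, the smallest possible). At 1000 UMIs per cell, 21.8% and 56.7% of the cluster cells of replicates 5 and 6 had a *Saa3* UMI. The other fibroblasts had one in 6.22% and 15.8%, and BEC of the same libraries in 4.21% and 14.5%. The median depths before thinning were 3519 and 6692 UMIs in the cluster, 2479 and 2867 in the other fibroblasts, and 1840.5 and 3162.5 in BEC. Without thinning, 44.1% and 80.6% of the cluster cells, 10.9% and 36.4% of the other fibroblasts, and 10.1% and 27.8% of BEC had a UMI.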

The signature of metastasis CAFs (*Clu*, *Cxadr*, *Lgals7*, *Calca*, *Wnt4*, *Wt1*; Figure S4a) revealed that *Saa3* was specifically expressed at high levels in this cluster (Figure 1d). SAA3 is an acute‐phase protein, which, under physiological conditions, is induced in response to systemic inflammation. In the context of tumor development, SAA3 is associated with immune regulation (Hansen et al. 2015). In line with that, GO term analysis for the metastasis CAF cluster (Figure S4b) yielded the terms “Chemotaxis” (GO:0006935) and “Regulation of cytokine production” (GO:0001817).

Next, we wanted to confirm the localization of SAA3 in CAFs on tumor tissue sections using the CAF marker collagen I. Figure 1e shows the costaining of collagen I and SAA3 on lung metastasis tissue sections, clearly validating the presence of collagen I and SAA3 double‐positive CAFs. Performing the same staining on tissue sections of MM primary tumors (Figure 1e) highlighted that primary tumors were devoid of SAA3^+^ CAFs. This was consistent with the sequencing data (Figure 1d and Figure S4c) and further underlined the specificity of SAA3 in metastasis CAFs.

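At 1000 UMIs per cell, a *Saa3* UMI was found in 14.0% and 40.8% of the metastasis fibroblasts of replicates 5 and 6 (27.4 ± 18.9%, n = 2). In primary tumor replicates 4, 5 and 6 it was found in 2.07%, 1.54% and 3.42% (2.34 ± 0.971%, n = 3). The difference is 25.1 percentage points (two-sided exact permutation p = 0.1, the smallest for 2 against 3 libraries) and 25.0 points within run 3. It is 11.7 points without lung metastasis replicate 6 and 38.5 points without lung metastasis replicate 5. Thinning left out 16 metastasis and 540 primary tumor fibroblasts with fewer UMIs. Without thinning the shares were 44.7 ± 24.9% and 4.46 ± 0.341%, the setting that moved the difference most, to 40.2 points. BEC give the background from free RNA. In primary tumor replicates 4 and 5 none of 120 and none of 113 BEC had a *Saa3* UMI, which allows up to 2.50% and 2.65%, and in replicate 6 the share was 0.791%. Median depths in these replicates were 4421, 5055.5 and 1129 UMIs in fibroblasts and 6294.5, 5745.5 and 4998 in BEC. Without thinning, 4.82% of the fibroblasts and 4.69% of the BEC of replicate 6 had a *Saa3* UMI, so free RNA is not excluded there. In replicate 4 the 168 *Saa3* UMIs lie in 8 of 193 fibroblasts, with 87 of them (51.8%) in 1 cell.
Summed per library, *Saa3* reached 567 and 1297 CPM in metastasis fibroblasts and 154, 16.9 and 27.9 CPM in primary tumor replicates 4, 5 and 6, after scaling for composition. The log2 fold change from edgeR is 3.86 (SE 0.86, adjusted p 0.0760), short of the threshold. Without primary tumor replicate 4 it is 5.42 (adjusted p 0.0346), and with the shared mice as a block it is 5.39 (adjusted p 3.77e-05). With the metastasis CAF cluster left out it is 0.98 (adjusted p 0.827). Adjusted p ran between these last values over all alternatives.

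**Figure D2:**
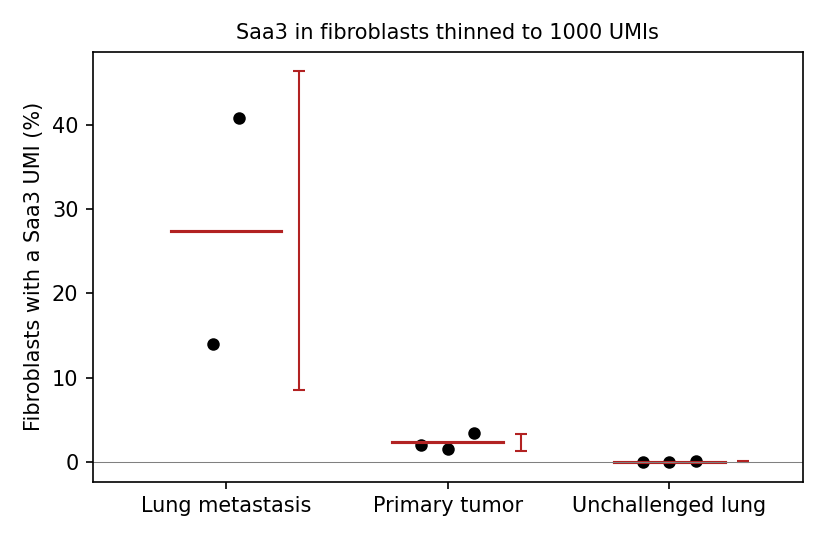
Share of fibroblasts (%) with at least 1 Saa3 UMI after thinning each cell to 1000 UMIs, in lung metastasis, primary tumor and unchallenged lung. Each black point is a library with at least 20 fibroblasts, the red line is the mean and the red bar ± SD.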

Since SAA3 is a secreted protein, we performed RNAscope in situ hybridization of *Saa3* RNA to prove that CAFs are the true source of *Saa3* in lung metastases. Figure 1f demonstrates that the *Saa3* probe also colocalized with collagen I and resolved the localization of *Saa3* ^+^ CAFs to be mostly at the leading edge but not within the core of the metastasis.

### 2.4 Spatial Proximity of SAA3 and NETs Suggests Crosstalk Between Metastasis CAFs and Neutrophils

Based on our data, SAA3 may be an indicative component of a metastasis‐specific CAF population. Depending on the context, SAAs can be induced via multiple signaling pathways, among them S100A4, IL1β, and IL‐6 (Hansen et al. 2015; Djurec et al. 2018). Many of the involved receptors not only induce *Saa* expression but can also be bound by SAA protein. To gain information on the signaling pathway(s) that may induce *Saa3* expression in metastasis CAFs, we investigated the expression of putative ligand–receptor pairs in our data. Figure 2a displays exemplarily the expression of three putative receptors in the fibroblast subsets and Figure 2b the expression of the corresponding ligands in the cell‐type clusters. 

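Over all cells of a lung metastasis TME library, *S100a4* (ENSMUSG00000001020, chromosome 3, 90603771–90606045) reached 327 ± 136 CPM (mean ± SD, n = 4). *Il1b* reached 244 ± 210, *Tgfb1* 152 ± 86.5, *Tnf* 27.1 ± 18.7 and *Il6* 0.536 ± 0.582 CPM. The means of *S100a4* and *Il1b* were 635 ± 588 and 319 ± 393 CPM in the primary tumor TME and 373 ± 126 and 386 ± 345 CPM in unchallenged lung (n = 4 each). Among cell types of the TME and unchallenged lung libraries, *S100a4* was highest in the unnamed cluster led by *Plac8* (1708 ± 514 CPM, n = 10). Next were T cells (1036 ± 460, n = 7) and the unnamed cluster led by *Cd300e* (774 ± 379, n = 9). Macrophages followed with 636 ± 419 CPM (n = 10). Metastasis fibroblasts had 101 ± 52.5 CPM (n = 3).
The receptor gene *Tlr4* (ENSMUSG00000039005, chromosome 4, 66827584–66930284) had 11 UMIs in the metastasis CAF cluster of replicate 5 and 2 in replicate 6. After thinning to 1000 UMIs it was found in 2.37% of the cluster cells of replicate 5 and in none of 30 in replicate 6, which allows up to 10.0%. BEC of the same libraries had it in 1.26% and 0.855%. Without thinning the shares were 5.21% and 6.45% in the cluster and 2.95% and 8.73% in BEC, whose depths are lower in both libraries.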

*S100a4* was the most prominently expressed gene within all putative ligands, however, expression of corresponding receptors was sparse, like for *Tlr4*, in metastasis CAFs. In contrast, *Tnf* and its receptor *Tnfrsf1a* were expressed in a salt‐and‐pepper pattern throughout all clusters. 

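*Tnf* (ENSMUSG00000024401, chromosome 17, 35199381–35202007) was found mainly in leukocytes. Its mean over the TME and unchallenged lung libraries was 103 ± 92.1 CPM in neutrophils. It was 85.8 and 48.8 CPM in the unnamed clusters led by *Cd300e* and *Plac8*, 45.1 in T cells and 40.2 in macrophages. It was 3.14 CPM in fibroblasts, 1.36 in BEC and 0.0142 in MM cells (n = 4, sorted MM libraries left out). The fibroblasts of lung metastasis replicates 5 and 6 held no *Tnf* UMI.
*Tnfrsf1a* (ENSMUSG00000030341, chromosome 6, 125349362–125362484) was found in every type, with means from 14.8 ± 11.1 CPM in T cells to 225 ± 67.9 in neutrophils, and 117 CPM in fibroblasts. The metastasis CAF cluster had 150 and 117 CPM in replicates 5 and 6 and the other fibroblasts 122 and 100, a mean log2 ratio of 0.26. In cells thinned to 1000 UMIs, 15.6% and 10.0% of the cluster cells and 13.5% and 11.1% of BEC had a UMI. Without thinning the shares were 43.6% and 48.4% in the cluster and 28.0% and 33.3% in the shallower BEC. In summed fibroblasts *Tnfrsf1a* did not pass against primary tumor (log2 fold change 0.15, adjusted p 0.976) or unchallenged lung (0.72, adjusted p 0.297) with edgeR.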

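*Il1b* (ENSMUSG00000027398, chromosome 2, 129364570–129371139) reached 5465 ± 2100 CPM in neutrophils and 185 ± 188 CPM in all other cells of the same library. These are the TME and unchallenged lung libraries with at least 10 neutrophils (n = 10). Sorted MM libraries were left out. That of lung metastasis replicate 4 held 63 neutrophils, with 5333 CPM in them and 6.01 CPM in its other cells. The mean log2 ratio of 5.76 ± 1.98 has a two-sided exact sign-flip p of 0.00195, the smallest possible for 10. In the 4 lung metastasis libraries alone the ratio is 6.61 ± 2.43 (two-sided exact sign-flip p = 0.125, the smallest for 4). Of the 17 alternatives, which gave 5.33 to 6.61, this one moved it most. The primary tumor TME alone, not among those alternatives, lies further off at 4.09 ± 0.0143 (n = 2). In unchallenged lung the ratio is 5.75 ± 1.74 (n = 4), 0.85 below metastasis (two-sided exact permutation p = 0.629, smallest 0.0286). The ratio also depends on the other cells and does not show more *Il1b* in metastasis neutrophils. In neutrophils alone, the metastasis libraries had 3357, 6586, 3156 and 3037 CPM. Those of unchallenged lung had 3968, 8107, 6405 and 4984 CPM, and those of the primary tumor TME 6118 and 8931. *Il1b* is a neutrophil marker of the paper and among the genes that set the cluster apart, and it was left out of the list that named the cluster. At 1000 UMIs per cell, 84.3%, 90.0%, 82.5% and 64.9% of the neutrophils of the 4 metastasis libraries had an *Il1b* UMI, from median depths of 1463.5, 3624, 1583 and 3346.5 UMIs. In BEC none of 19 and none of 33 had one in the first 2 libraries, which allows up to 15.8% and 9.09%, and 0.140% and 1.71% in the last 2. The next highest types were the unnamed cluster led by *Plac8* (360 CPM) and macrophages (302 CPM).
Neutrophils made up 9.54 ± 9.29% of the cells other than MM cells in the lung metastasis TME, 3.31 ± 4.01% in the primary tumor TME and 5.85 ± 7.27% in unchallenged lung (n = 4 each). The gate of each sort is unknown, and depletion of CD45-positive cells would lower these shares. The means and tests may therefore mix depleted and undepleted libraries. Metastasis exceeds unchallenged lung by 3.70 percentage points (two-sided exact permutation p = 0.629) and primary tumor by 6.24 points (p = 0.286), with 0.0286 the smallest possible. The first difference is 0.905 points without lung metastasis replicates 1 to 3 and 7.31 points without unchallenged lung replicate 5, and the second is 3.44 to 8.98 points with 1 library left out. With the immune cells of the named types as the denominator they are 14.9 and 18.0 points. The unnamed clusters led by *Plac8* and *Cd300e* are left out of these, and with them, an alternative added later, the differences are 16.2 and 11.0 points. These settings moved the differences most, but primary tumor replicates 5 and 6 hold only 3 and 2 immune cells. The tests take the libraries as unpaired. Paired by replicate number, the primary tumor difference has a two-sided exact sign-flip p of 0.375 (smallest 0.125 for 4 pairs). Metastasis is higher in the pairs with shared mice and lower in replicate 4, whose samples come from different mice. By run, the lung metastasis TME, unchallenged lung and primary tumor TME hold 140, 28 and 33 neutrophils in run 1, 11, 52 and 254 in run 2, and 217, 1865 and 1 in run 3. Of all 2601, unchallenged lung supplies 1945 (74.8%), the lung metastasis TME 368 (14.1%) and the primary tumor TME 288 (11.1%).
*Il1r1* (ENSMUSG00000026072, chromosome 1, 40225080–40317257) was highest in fibroblasts (116 ± 88.2 CPM over the TME and unchallenged lung libraries). RCC (37.7) and BEC (37.0) came next, and neutrophils had 0.669 CPM. Inside the metastasis libraries it had 234 CPM in the metastasis CAF cluster against 77.8 in the other fibroblasts of replicate 5, and 403 against 62.5 in replicate 6. The mean log2 ratio is 2.12 (two-sided exact sign-flip p = 0.5, the smallest for 2 libraries). An *Il1r1* UMI was present in 16.6% and 30.0% of the cluster cells at 1000 UMIs and in 1.96% and 3.42% of BEC. Without thinning these were 48.3% and 64.5% of the cluster cells and 5.53% and 11.1% of BEC. Over all fibroblasts *Il1r1* did not pass against primary tumor (log2 fold change 1.99, adjusted p 0.148) or unchallenged lung (1.46, adjusted p 0.194) with edgeR. The first call depends on the setting. *Il1r1* passed against primary tumor with DESeq2, with no filter on low counts, with only the 2 groups fitted and with the repeated names as libraries, the last added later (adjusted p from 0.00237 to 0.983 over 17 alternatives). Against unchallenged lung it passed in that last one alone (0.0296 to 0.898).

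**Figure D3:**
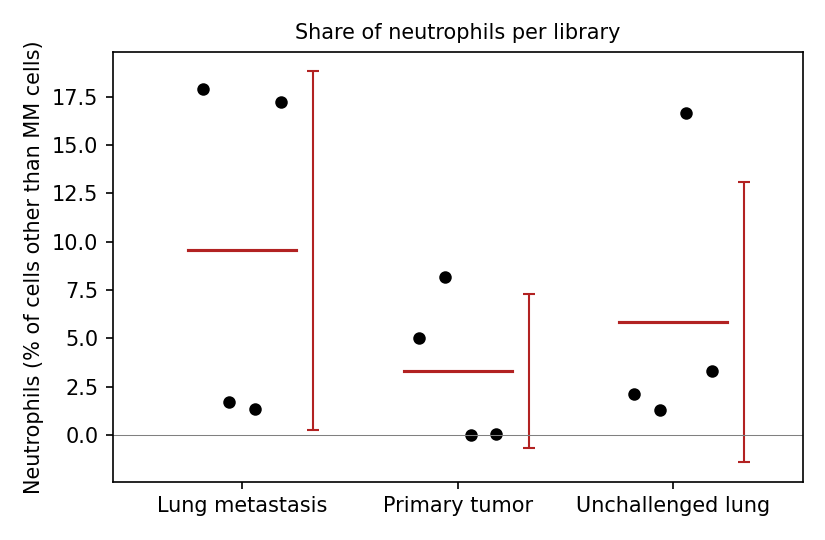
Share of neutrophils (%) among the cells other than MM cells in lung metastasis, primary tumor and unchallenged lung. Each black point is a library, the red line is the mean and the red bar ± SD.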

Interestingly, *Il1b* was strongly expressed by neutrophils, which were mainly derived from the lung metastasis samples (Figure S5), and *Il1r1* was broadly expressed on metastasis CAFs. This indicates that IL1R signaling, induced by neutrophil‐derived IL1β, might be pivotal for *Saa3* induction in metastasis CAFs.

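The paper proposes that neutrophil IL1β acts through IL1R on metastasis CAFs to induce *Saa3*. The sequencing shows which cells hold the RNA of ligand and receptor, in the cells of a few libraries, and the paper tests the response itself in cultured CAFs from mouse lung metastases and in human lung fibroblasts. Whether IL1β reaches these CAFs in the tissue was not analysed here.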

**FIGURE 2:**
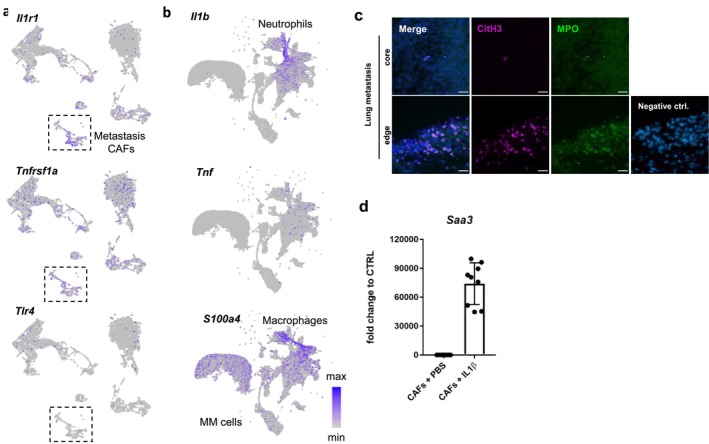
Il1b signaling as a putative activator of Saa3 expression in metastasis CAFs. (a) Expression of putatively Saa3‐inducing receptors on fibroblasts and (b) expression of corresponding ligands in all cells. The dashed rectangle in (a) highlights the metastasis CAF cluster. (c) Immunofluorescence staining of MPO and CitH3 on a lung metastasis developed in a mT/mG mouse. Time point of metastasis occurrence = 2 months after resection of the primary tumor. Scale bar = 20 μm. (d) mRNA expression of Saa3 after 6 h of IL1β treatment. Bar charts show mRNA levels as fold change to the corresponding PBS control condition of three biological replicates, respectively, with each of three technical replicates. Error bars show ± SD.

Neutrophils have been shown to be recruited to CAF‐rich areas of human PDAC and MM and to release protumorigenic extracellular traps (t‐NETs) upon stimulation by CAF‐derived factors (Munir et al. 2021). Since SAA proteins act as chemoattractants for neutrophils (Hansen et al. 2015; Badolato et al. 1994), we costained for myeloperoxidase (MPO) and citrullinated histone H3 (CitH3) to evaluate if t‐NETs are located in the proximity to metastasis CAFs. Indeed, similar to the location of SAA3‐positive metastasis CAFs, NETs could be found close to the edge of metastasis and less frequently in the metastasis core (Figure 2c). To functionally validate that *Saa3* expression in metastasis CAFs was induced by IL1β, we isolated CAFs from murine lung metastasis and treated the cells in vitro with IL1β. While *Saa3* RNA was below the level of detection in PBS control samples, *Saa3* RNA abundance was prominent in metastasis CAFs induced by IL1β (Figure 2d). This finding was complemented by ELISA analysis of metastasis CAF cell culture supernatant, which showed that secreted SAA3 protein was enriched upon treatment with IL1β (Figure S6).

### 2.5 Human Metastasis CAFs Express SAA1 In Vivo and Upon Stimulation With IL1β In Vitro

The murine data suggest SAA3 as a marker of CAFs in MM metastasis and IL1β as a key element in the induction of SAA expression in these cells. To test, whether this finding can be translated into the clinical situation, we first analyzed human patient samples of melanoma metastases for the presence of SAA1, the human orthologue of SAA3 (O'Brien and Chait 2006; Kluve‐Beckerman et al. 1991). Indeed, αSMA‐positive CAFs in human lung and liver melanoma metastasis were positive for SAA1 protein (Figure 3a). Furthermore, SAA1 was enriched in CAF‐adjacent areas (Figure 3a). Based on that we wanted to know whether *SAA1* expression in human metastasis CAFs was triggered by IL1β. Therefore, we generated human metastasis CAFs in vitro and treated them with IL1β (Figure S7). Cocultivation with melanoma cells alone induced expression of the activation marker a‐SMA twofold (data not shown) but did not induce *SAA1* RNA expression in fibroblasts compared to fibroblast monoculture (Figure 3b), probably due to the presence of serum‐derived factors also known to enhance SAA1 expression masking the stimulating effect of tumor cell–derived IL1β. However, upon serum deprivation, *SAA1* levels were barely detectable, but the additional stimulus of IL1β treatment led to the upregulation of *SAA1* RNA (Figure 3c).

**FIGURE 3:**
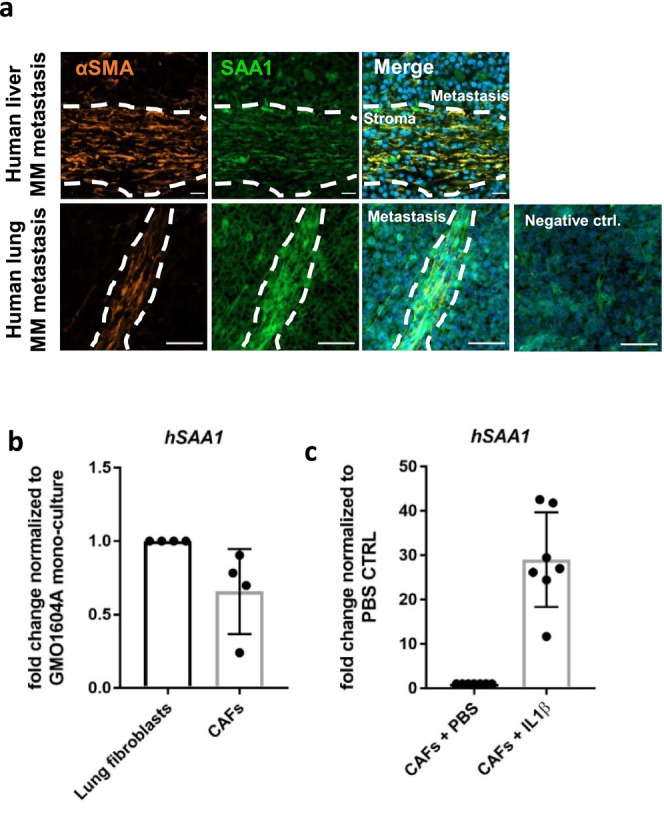
SAA1 levels in human CAFs increase upon Il1b treatment. (a) Immunofluorescence staining of aSMA and SAA1 on human lung and liver melanoma metastasis. Images represent the staining of one of three individual melanoma patient samples yielding very similar results. Scale bar = 20 μm. (b) mRNA expression of SAA1 in GMO1604A after coculture with murine lung metastasis melanoma cells. Bar charts show mRNA levels as fold change to the corresponding GMO1604A monoculture control condition of two biological replicates, respectively, with each of two technical replicates. Error bars show ± SD. (c) mRNA expression of SAA1 after 6 h of IL1β treatment. Bar charts show mRNA levels as fold change to the corresponding PBS control condition of three biological replicates, respectively, with each of two to three technical replicates. Error bars show ± SD.

## 3 Discussion

Employing scRNA sequencing we have significantly expanded the current knowledge of CAF heterogeneity and have identified and characterized a previously undescribed metastasis‐specific subset of CAFs. Together with histological analyses, our data suggest crosstalk between metastasis CAFs and neutrophils based on CAF‐derived SAA3/hSAA1 and IL1β, potentially released by neutrophils, resulting in the promotion of t‐NET formation.

Established on scRNA‐sequencing analysis, CAFs are most commonly divided into immune and myofibroblastic CAFs (Ping et al. 2021). 

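Of the genes called with edgeR over all fibroblasts, the largest changes were picked by the rule fixed beforehand. Apart from the genes given elsewhere, those higher in metastasis than in primary tumor were *Inmt* (log2 fold change 9.58, adjusted p 0.0148), *Scgb1a1* (9.46, 0.0469) and *C7* (8.28, 0.0271). Lower were *Hoxc6* (-6.74, 0.00863), *F2rl1* (-6.70, 0.0336), *Thbs4* (-5.63, 0.0181), *Cldn1* (-4.55, 0.0427) and *Cilp* (-4.35, 0.0303). Primary tumors were transplanted under the skin, so these differences may be those between organs and not of metastasis. In unchallenged lung replicates 4, 5 and 6, *Inmt* had 1046, 3595 and 6182 UMIs and *C7* 105, 462 and 191. *Hoxc6* had 0, 0 and 1 there. Against unchallenged lung, *Dct* (9.91, 0.0266) and *Syt4* (9.47, 0.0320) were higher. *Il6ra* (-3.53, 0.0265), *Thbd* (-3.02, 0.0381), *Tmcc3* (-2.95, 0.0254), *Runx1t1* (-2.94, 0.0361) and *Elmo1* (-2.52, 0.0325) were lower. Each of these calls was lost in 1 to 7 of 17 alternatives. Lung metastasis replicate 6 held no UMI of *Hoxc6*, *F2rl1*, *Thbs4*, *Cldn1* or *Cilp*, and replicate 5 held 1 each of the first 2. With 1 library left out their log2 fold changes reached -9.79, -9.75, -12.14, -9.95 and -11.26. The folds of *C7* and *Syt4* rest on 1 UMI in primary tumor and 1 in unchallenged lung and ran from 7.11 to 9.47 and 8.12 to 10.93. Those of *Inmt*, *Scgb1a1* and *Dct* ran from 6.82 to 12.26, 8.87 to 14.81 and 8.40 to 14.59. *Scgb1a1* is a club cell marker and *Dct* and *Syt4* are MM cell markers, so RNA of other cells enters these sums. Their GRCm38 positions are *Inmt* (ENSMUSG00000003477) chromosome 6, 55170626–55175043, *Scgb1a1* (ENSMUSG00000024653) chromosome 19, 9083636–9087958, *C7* (ENSMUSG00000079105) chromosome 15, 4988762–5063740, *Hoxc6* (ENSMUSG00000001661) chromosome 15, 102998257–103011881, *F2rl1* (ENSMUSG00000021678) chromosome 13, 95511732–95525227, *Thbs4* (ENSMUSG00000021702) chromosome 13, 92751590–92794818, *Cldn1* (ENSMUSG00000022512) chromosome 16, 26356642–26371841, and *Cilp* (ENSMUSG00000042254) chromosome 9, 65265180–65280605. Those of the lung comparison are *Dct* (ENSMUSG00000022129) chromosome 14, 118012790–118052244, *Syt4* (ENSMUSG00000024261) chromosome 18, 31437808–31447406, *Il6ra* (ENSMUSG00000027947) chromosome 3, 89864059–89913196, *Thbd* (ENSMUSG00000074743) chromosome 2, 148404466–148408188, *Tmcc3* (ENSMUSG00000020023) chromosome 10, 94311949–94590956, *Runx1t1* (ENSMUSG00000006586) chromosome 4, 13743436–13893649, and *Elmo1* (ENSMUSG00000041112) chromosome 13, 20090596–20608353. Whether the profiles are myofibroblastic or immune was not analysed here.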

Our data unraveled transcriptional profiles of primary tumor CAFs typical for myofibroblastic CAFs and of metastasis CAFs exhibiting characteristics of immune CAFs. However, our analysis revealed more heterogeneity within these subtypes, describing the presence of so far unprecedented populations. Differences in scRNA‐sequencing platforms, varying amounts of analyzed CAFs together with a more complex tissue comparison—comparing not only one tumor site to unchallenged tissue but also to a metastatic site—might explain the differences in CAF classifications to a certain extend (Ntranos et al. 2019; Wang et al. 2021). Importantly, in addition to scRNA sequencing revealing a distinct metastasis‐specific CAF population, its presence was also confirmed at the protein level by IF staining on murine and human tissue sections. It is also important to note that in our study, as compared to previous studies, only immune cells were depleted in a subset of all replicates rendering our approach largely unbiased.

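The share of leukocytes varies strongly between libraries of 1 tissue. Neutrophils were 17.9%, 1.69%, 1.32% and 17.2% of the cells other than MM cells in lung metastasis replicates 1 to 3, 4, 5 and 6. In primary tumor replicates 1 to 3 and 4 they were 5.01% and 8.18%, and in replicate 6 they were 0.0421%. Replicate 5 had none among 295 such cells, which allows up to 1.02%. Unchallenged lung had 2.11%, 1.27%, 16.7% and 3.32% in replicates 1, 4, 5 and 6. The replicates depleted of immune cells are not given in the sources used here.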

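Against unchallenged lung, *Saa3* in summed fibroblasts rose by 10.64 on the log2 scale (SE 1.29, adjusted p 0.0140, edgeR). This fitted fold rests on 3 UMIs in lung fibroblasts. By counts, metastasis fibroblasts had 1346 UMIs of 2087665 and unchallenged lung 3 of 5617958, a ratio of 1207 (95% counting interval 412 to 5862). Against primary tumor, with 309 of 6839590, the ratio is 14.3 (12.6 to 16.2), and 26.1 (21.9 to 31.3), 13.2 (11.7 to 15.1) and 6.69 (5.73 to 7.87) without primary tumor replicate 4, 5 or 6. The intervals cover counting alone and not the spread between libraries. The metastasis UMIs are 933 of 1801838 in replicate 5 and 413 of 285827 in replicate 6. Both ratios therefore also depend on the metastasis library, and were not computed without either. The lung comparison lost its call without lung metastasis replicate 5 (11.14, adjusted p 0.0532), without lung metastasis replicate 6 (9.85, adjusted p 0.0953) and with the metastasis CAF cluster left out (7.74, adjusted p 0.0645). Adjusted p over all alternatives ran from 3.88e-16 to 0.0953. At 1000 UMIs per cell, 0.0326 ± 0.0565% of unchallenged lung fibroblasts had a *Saa3* UMI (n = 3, 225 cells left out). Among the cell types of the lung metastasis TME, fibroblasts had 654 ± 732 CPM (n = 3), macrophages 67.6, the unnamed clusters led by *Plac8* and *Cspg4* 62.1 and 61.6, neutrophils 61.2, AT-2 cells 56.6, club cells 53.7, RCC 44.1, LEC 36.1 and BEC 32.4. The paralogs *Saa1*, *Saa2* and *Saa4* lie close by on chromosome 7. *Saa1* had 0.160 ± 0.275 CPM over all cells of the metastasis libraries, and no UMI of the other 2 was found there.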

We found that MM metastasis CAFs are specifically enriched for *Saa3*. SAA3 is linked to the premetastatic niche formation (Lee and Beatty 2021). Djurec et al. (2018) showed that *Saa3*‐high CAFs have a protumorigenic function in PDAC. Friedman et al. (2020) describe a *Saa3*‐positive inflammatory CAF subset to be present also in breast cancer metastases. Here, SAA3‐positive CAFs are detectable both in early‐stage (but not late‐stage) primary tumors and metastases forming separate subgroups within the main populations. In contrast, neither early‐stage (Davidson et al. 2020) nor late‐stage (our data) MM primary tumors contain SAA3‐positive CAFs, suggesting that metastasis‐specific SAA3 expression might depend on the tumor entity.

Searching for the mode of action of metastasis CAFs, we found a putative crosstalk between neutrophils and metastasis CAFs via IL1β‐related signaling. Interestingly, IL1β was prominently expressed, while other factors, putatively released by neutrophils to recruit CAFs (e.g., TNF and TGFβ) (Sahai et al. 2020), were expressed to a much lesser extent in our model (data not shown). 

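In neutrophils of the lung metastasis TME (n = 4 libraries), *Il1b* reached 4034 ± 1707 CPM, *Tnf* 161 ± 126 and *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002–25705077) 118 ± 49.9. Over the 10 libraries of all tissues, *Tgfb1* had 147 ± 45.2 CPM in neutrophils. The values are RNA counts, and release of the proteins was not analysed here.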

Neutrophils are nowadays known to be a diverse and plastic component of the TME, which can be reprogrammed toward a protumorigenic role (Xiong et al. 2021). Among the functions of neutrophils in the TME is the release of NETs. Multiple functions have been described for NETs in the context of cancer, such as enhanced trapping of circulating tumor cells in distant organs and induction of cancer cell proliferation (Xiong et al. 2021). Furthermore, Munir et al. (2021) proposed the mechanism of tumor‐induced NETosis (t‐NETosis) promoted by CAF‐derived amyloid‐beta in murine and human PDAC and MM primary tumors/metastases. We complement this idea by suggesting a second, metastasis‐specific mechanism, in which SAA3 supports the recruitment of neutrophils to the metastatic site. According to the data reported by Munir et al., NETs are less frequent in human MM primary tumors than MM liver metastases, which is in line with our hypothesis that a second, SAA1/3‐dependent, mechanism fosters t‐NETosis in MM metastasis. Thus, this regulatory circuit may represent a previously unknown option of therapeutic intervention by inhibiting IL1β signaling in metastasis CAFs via the IL1R antagonist anakinra (NCT02021422) and subsequent reduction of SAA1/3 production and abrogation of neutrophil recruitment.

Further underlining the clinical relevance of SAA proteins in the context of metastasis, SAA levels in PDAC and NSCLC patients were elevated in the presence of liver metastasis as compared to normal donors or patients with locally advanced tumors (Lee et al. 2019). Interestingly, SAA protein in the plasma of melanoma patients has been shown to be a prognostic marker for poor prognosis, already at early stages of melanoma progression (Findeisen et al. 2009). Our data indicate that increasing levels of SAA protein are not only attributable to induced expression in hepatocytes but also to SAA expression in metastasis CAFs. Moreover, this might not be linked solely to liver metastasis but also to metastases in other organs, such as the lung.

Taken together, our analysis deepens the understanding of CAFs in MM metastasis and sheds light on further putative opportunities to tackle the treatment of metastasized MM by targeting metastasis CAFs and corresponding signaling pathways.

## 4 Materials and Methods

### 4.1 MT‐Ret–Derived Model for MM

All mouse experiments were performed according to the approval of the local government authorities (Regierungspräsidium Karlsruhe, G321/19).

MT‐ret fragments (in vivo Passage 2) were expanded in vivo and biobanked as described in Gengenbacher et al. (2021). First, MT‐ret tumor fragments (Ø = 3 mm) were subcutaneously transplanted into 8‐ to 10‐week‐old mice (male and female), and tumor volume was measured by Vernier caliper at least three times a week (*V* = 0.5 × *L* × *H* × *W*; *V*: volume, *L*: length, *H*: height, and *W*: width). At a cut‐off volume of 550 mm^3^, primary tumors were surgically resected and mice were monitored for metastasis development by MRI.

mT/mG mice (Gt (ROSA)26Sor^tm4(ACTB‐tdTomato,‐EGFP)Luo/^J) (Muzumdar et al. 2007) harbor a membrane‐targeted tdTomato (mT) cassette, which is flanked by a *loxP* site on either side, leading to ubiquitous red fluorescence in all tissues and cell types. In the presence of active Cre, the mT cassette will be deleted and the membrane‐targeted EGFP (mG) cassette located downstream of the mT cassette will be expressed. This would lead to green fluorescence instead of red. Since no Cre was included in our model, all cells remained red fluorescent.

### 4.2 Histology and Immunohistochemistry

Paraffin‐embedded human melanoma tissue was provided by the Tissue Bank of the National Center for Tumor Diseases (NCT) Heidelberg, Germany.

Dissected murine tumors and metastases were fixed in 4% PFA and then (I) embedded in Tissue‐Tek O.C.T. Compound for cryosectioning; or (II) embedded in paraffin. Staining of PDPN (clone 8.1.1., Hibridoma Bank), aSMA (#F3777‐.2ML, Sigma‐Aldrich), and collagen I‐AF488 (#1310‐30, Southernbiotech; 1:100) were performed on cryosections. Staining of SAA3 (#ab233547‐1001, Abcam; 0.45 mg/mL), MPO (#AF3667, R&D; 1:50), CitH3 (#ab5103, Abcam; 1:50), and SAA1 (#MAB30191, R&D Systems, 1:50) was performed on FFPE sections after permeabilization with PBS‐Triton (0.3%) and antigen retrieval in TE buffer.

### 4.3 RNAscopeTM In Situ Hybridization and Protein Codetection

RNAscopeTM (Advanced Cell Diagnostics, ACD; Hayward, CA) was performed using a probe against murine Saa3 (RNAscope Probe—Mm‐Saa3; 7 ZZ pairs; #446841; ACD) according to manufacturer's instructions (Document Number: 323100‐USM) with integrated immunofluorescence codetection (Document Number: MK‐5150) of Type 1 collagen AF488 (#1310‐30; SouthernBiotech). The Saa3 probe was coupled to the Opal 570 fluorophore (1:1500). Fluorescence signals of the Saa3 probe and the Type 1 collagen antibody were detected using Axio Scan.Z1 (Zeiss, Oberkochen) and afterward processed with the Zen Blue Software.

### 4.4 Human IL1β In Vitro Assay

Primary human lung fibroblast cells (GMO1604A; https://www.cellosaurus.org/CVCL_7325 (Herr et al. 1994)) were cultured alone or together with primary murine lung metastasis melanoma cells (Jahangiri et al. 2019) in DMEM supplemented with 10% FCS and 1% P/S. RNA samples were collected after 4 days of coculture. For IL1β treatment, cells were starved for 12 h in DMEM supplemented with 1% P/S, followed by 6 h (RNA) or 8 h (supernatant) incubation with IL1β (#201‐LB‐010/CF, Biotechne) or PBS. The cell line was authenticated using Multiplex Cell Authentication by Multiplexion GmbH (Heidelberg, Germany). The SNP profile matched known profiles or was unique.

### 4.5 Murine IL1β In Vitro Assay

CAFs were isolated from murine lung metastasis and expanded in MEM supplemented with 15% FCS, 1% P/S, 1% NEAA, and 1% sodium pyruvate. For IL1β treatment, cells were starved for 12 h in MEM supplemented with 1% P/S, followed by 6 h (RNA) or 8 h (supernatant) incubation with IL1β (#401‐ML‐010/CF, Biotechne) or PBS.

### 4.6 RNA Isolation

Cells were harvested in QIAzol lysis reagent and stored at −80°C until RNA isolation with the miRNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. Using the RNase‐Free DNase Set (Qiagen), on‐column DNA digestion was conducted following the manufacturer's manual.

### 4.7 Quantitative Real‐Time PCR

For cDNA synthesis with the RevertAid Reverse Transcriptase (200 U/μL, Thermo Fisher Scientific), up to 2 μg total RNA was used. Consecutive quantitative real‐time PCR was conducted by using the Power SYBRTM Green Master Mix (Applied Biosystems, Woolston, UK) and the StepOnePlus Real‐Time PCR system (Applied Biosystems). The following primer pairs were used: mSaa3 fw 5′‐TTGATCCTGGGAGTTGACAG‐3′; mSaa3 rev 5′‐CACTCATTGGCAAACTGGTC‐3′; hSAA1 fw 5′‐ACCATGAAGCTTCTCACGGG‐3′; rev 5′‐ATGTCCCGAGCCCCATCAAA‐3′.

### 4.8 10× Single‐Cell RNA Sequencing

Tissues of primary tumors (*n* = 5), lung metastases (*n* = 6), and unchallenged lungs (*n* = 3) were mechanically dissociated followed by incubation for 45 min, rotating in the cold room, in an enzyme mix containing LiberaseTM (#05401127007 Roche, Switzerland; 0.25 U/mL), collagenase D (#11088866001 Roche, Switzerland; 0.6 U/mL), dispase II (#17105‐041 Gibco/Thermo Fisher Scientific, USA; 4.5 U/mL), and DNaseI (Sigma Aldrich, USA; 50 U/mL). Remaining tissue fragments were further dissociated by passing the suspension through a syringe with an 18G cannula. The enzymatic reaction was stopped with DMEM containing 1% BSA and 2.5 mM EDTA. After the lysis of red blood cells, suspensions were cryopreserved in 90% FCS + 10% DMSO. The above‐described protocol was developed based on recommendations from 10× Genomics (CG00039 Rev. D) and multiple protocols described in literature (Wutschka et al. 2021; O'Flanagan et al. 2019; Guerrero‐Juarez et al. 2019; Rinkevich et al. 2015).

Prior to library preparation, cells were either sorted for living tdTomato^+^ cells or living tdTomato^+^ CD45 cells. For additional CD45^+^ cell depletion, cells were incubated with CD45^−^ APC/Cy7 antibody (30‐F11, BioLegend 103115).

Library preparation was performed using the Chromium Next GEM single‐cell 3′ GEM, Library, and Gel Bead Kit v3.1 together with the Chromium Next GEM Chip G Single Cell Kit, following the manufacturer's instructions. Sequencing of the libraries was performed by the next‐generation sequencing (NGS) Core Facility DKFZ on a NovaSeq 6000.

### 4.9 Data Processing and Quality Control

Merged FASTQ files were processed using cellranger v6.1.1 with default parameters and aligned to the mouse GRCm38 assembly. Subsequent analyses were conducted using Seurat v3.2.2 (Stuart et al. 2019).

To ensure data quality, we employed quantile‐based thresholds for individual cell assessment. Cells exceeding the upper quantile threshold (90%) for the percentage of ribosomal and mitochondrial gene counts were considered potential outliers and excluded from downstream analyses. Moreover, we evaluated the number of detected features in each cell. Cells falling below the lower quantile threshold (2.5%) or exceeding the upper quantile threshold (97.5%) were categorized as low‐quality or outlier cells, respectively, and were removed from further analyses.

For dimensionality reduction, we applied the RunUMAP function using the first 17 principal components for the entire dataset and the first 12 dimensions for the fibroblast subsetted dataset. Clustering was performed using the FindNeighbors function with the first 17 principal components and the FindClusters function with a resolution of 0.5. Marker genes for the identified clusters were determined using the FindAllMarkers function, with criteria set at > 25% of cells expressing the markers in the given cluster and a log fold change of > 0.25. To visualize gene expression levels projected onto UMAP plots, we utilized the cellcuratoR package (Voigt et al. 2020). Cluster annotation was performed using known cell‐type markers to assign biological identities to the identified cell clusters.

### 4.10 Cell Cycle Analysis

To analyze the cell cycle phase for each cell, we followed the approach described by Tirosh et al. (2016). Specifically, we assessed the relative expression of a set of 43 G1/S and 55 G2/M genes for each cell to generate a cell cycle score. Based on this score, we assigned cells to their corresponding cell cycle phase.

### 4.11 GO Term Analysis

Gene Ontology (GO) term analysis was performed by uploading the top marker genes with an adjusted *p*‐value smaller than 0.01 and an average log2 fold change bigger than 1 into the metascape online tool and analysis for GO term enrichment (Zhou et al. 2019).

## Author Contributions

**Saskia Tauch:** investigation, writing – original draft, conceptualization, writing – review and editing, funding acquisition. **Joschka Hey:** investigation, software, formal analysis, writing – review and editing. **Bettina Kast:** investigation. **Nicolas Gengenbacher:** investigation, resources. **Lena Weiß:** investigation. **Melanie Sator‐Schmitt:** investigation. **Sabrina Lohr:** investigation. **Alexander Brobeil:** resources, methodology. **Peter Schirmacher:** resources, project administration, methodology. **Jochen Utikal:** resources, funding acquisition. **Hellmut G. Augustin:** resources, methodology. **Christoph Plass:** methodology, resources, software. **Peter Angel:** conceptualization, funding acquisition, writing – original draft, writing – review and editing, project administration, supervision, resources.

## Ethics Statement

All mouse experiments were performed according to the approval of the local government authorities (Regierungspräsidium Karlsruhe, G321/19). Human material was used according to the ethical approval S‐206/2005.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** (a) Schematic overview of biobanking and procedures of the MT‐ret derived model. (b) Immunofluorescence staining of PDPN, SMA, and endogenous tdTomato on a primary tumor engrafted in a mT/mG mouse. Arrowhead indicates tdTomato‐positive CAFs. The dashed line indicates the tumor/TME margin. Time point of resection = Day 20.
**Figure S2.** (a) Proportion of different tissues within the dataset. Number of cells per tissue, which passed QC. (b) Dot plot displays the expression of selected lineage markers across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression.
**Figure S3.** (a) Expression marker genes, which were used for in silico isolation of fibroblast, across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. (b) Representative marker genes were used to designate subclusters to fibroblast types. Color code indicates the level of gene expression. (c) Cell cycle analysis fibroblast subclusters. Color code indicates in which cell cycle phase cells were as follows: G1 (red), S (green), and G2/M (blue). Dashed line encircles highly proliferative CAF clusters. (d) Tissue of origin of fibroblast subsets. Color code indicates if a cell is derived from unchallenged lung tissues, from lung metastasis, or primary tumor tissue.
**Figure S4.** Metastasis CAF signature is marked by Saa3 expression and related signaling. (a) Violin plots show expression of the top marker genes of metastasis CAFs for all CAF subpopulations. (b) GO term analysis with the top marker genes with an adjusted *p*‐value < 0.01 and an average log2 fold change > 1 (Metascape: Zhou et al. [2019]). (c) Expression of Saa3 in all cell clusters.
**Figure S5.** TME cluster in MM and unchallenged lung tissues. (a) TME clusters extracted from Figure 1d with cells color coded for subclusters. (b) Tissue of origin of subsets. Color code indicates if a cell is derived from unchallenged lung tissues (green), lung metastasis (blue), or primary tumor tissue (purple).
**Figure S6.** SAA3 protein concentration in murine CAFs increases upon Il1β treatment protein concentration of SAA3 after 8 h of IL1β treatment and the corresponding PBS control condition of three biological replicates, respectively. Error bars show ± SD.
**Figure S7.** Schematics of coculture and IL1β treatment.

**Table S1.** Marker genes for MM and TME cell clusters. This table lists the marker genes, which were employed for the identification of MM and TME cell clusters.

**Table S2.** Differentially expressed genes of the described fibroblast and CAF clusters. This table lists the differentially expressed genes for the identified fibroblast and CAF clusters.

Data S1.

## Data Availability

Raw single‐cell RNA‐seq data and corresponding UMI count matrices are deposited in GEO, Accession Number GSE254072 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254072).

# Supplementary material for: A Unique Signature for Cancer‐Associated Fibroblasts in Melanoma Metastases
**Source:** Pigment Cell Melanoma Res. 2025 Feb 9;38(2):e70002. doi: 10.1111/pcmr.70002
**Supplement:** Supplementary file 1 — Figure S1. (a) Schematic overview of biobanking and procedures of the MT‐ret derived model. (b) Immunofluorescence staining of PDPN, SMA, and endogenous tdTomato on a primary tumor engrafted in a mT/mG mouse. Arrowhead indicates tdTomato‐positive CAFs. The dashed line indicates the tumor/TME margin. Time point of resection = Day 20. Figure S2. (a) Proportion of different tissues within the dataset. Number of cells per tissue, which passed QC. (b) Dot plot displays the expression of selected lineage markers across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. Figure S3. (a) Expression marker genes, which were used for in silico isolation of fibroblast, across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. (b) Representative marker genes were used to designate subclusters to fibroblast types. Color code indicates the level of gene expression. (c) Cell cycle analysis fibroblast subclusters. Color code indicates in which cell cycle phase cells were as follows: G1 (red), S (green), and G2/M (blue). Dashed line encircles highly proliferative CAF clusters. (d) Tissue of origin of fibroblast subsets. Color code indicates if a cell is derived from unchallenged lung tissues, from lung metastasis, or primary tumor tissue. Figure S4. Metastasis CAF signature is marked by Saa3 expression and related signaling. (a) Violin plots show expression of the top marker genes of metastasis CAFs for all CAF subpopulations. (b) GO term analysis with the top marker genes with an adjusted p‐value < 0.01 and an average log2 fold change > 1 (Metascape: Zhou et al. [2019]). (c) Expression of Saa3 in all cell clusters. Figure S5. TME cluster in MM and unchallenged lung tissues. (a) TME clusters extracted from Figure 1d with cells color coded for subclusters. (b) Tissue of origin of subsets.

## Slide 1
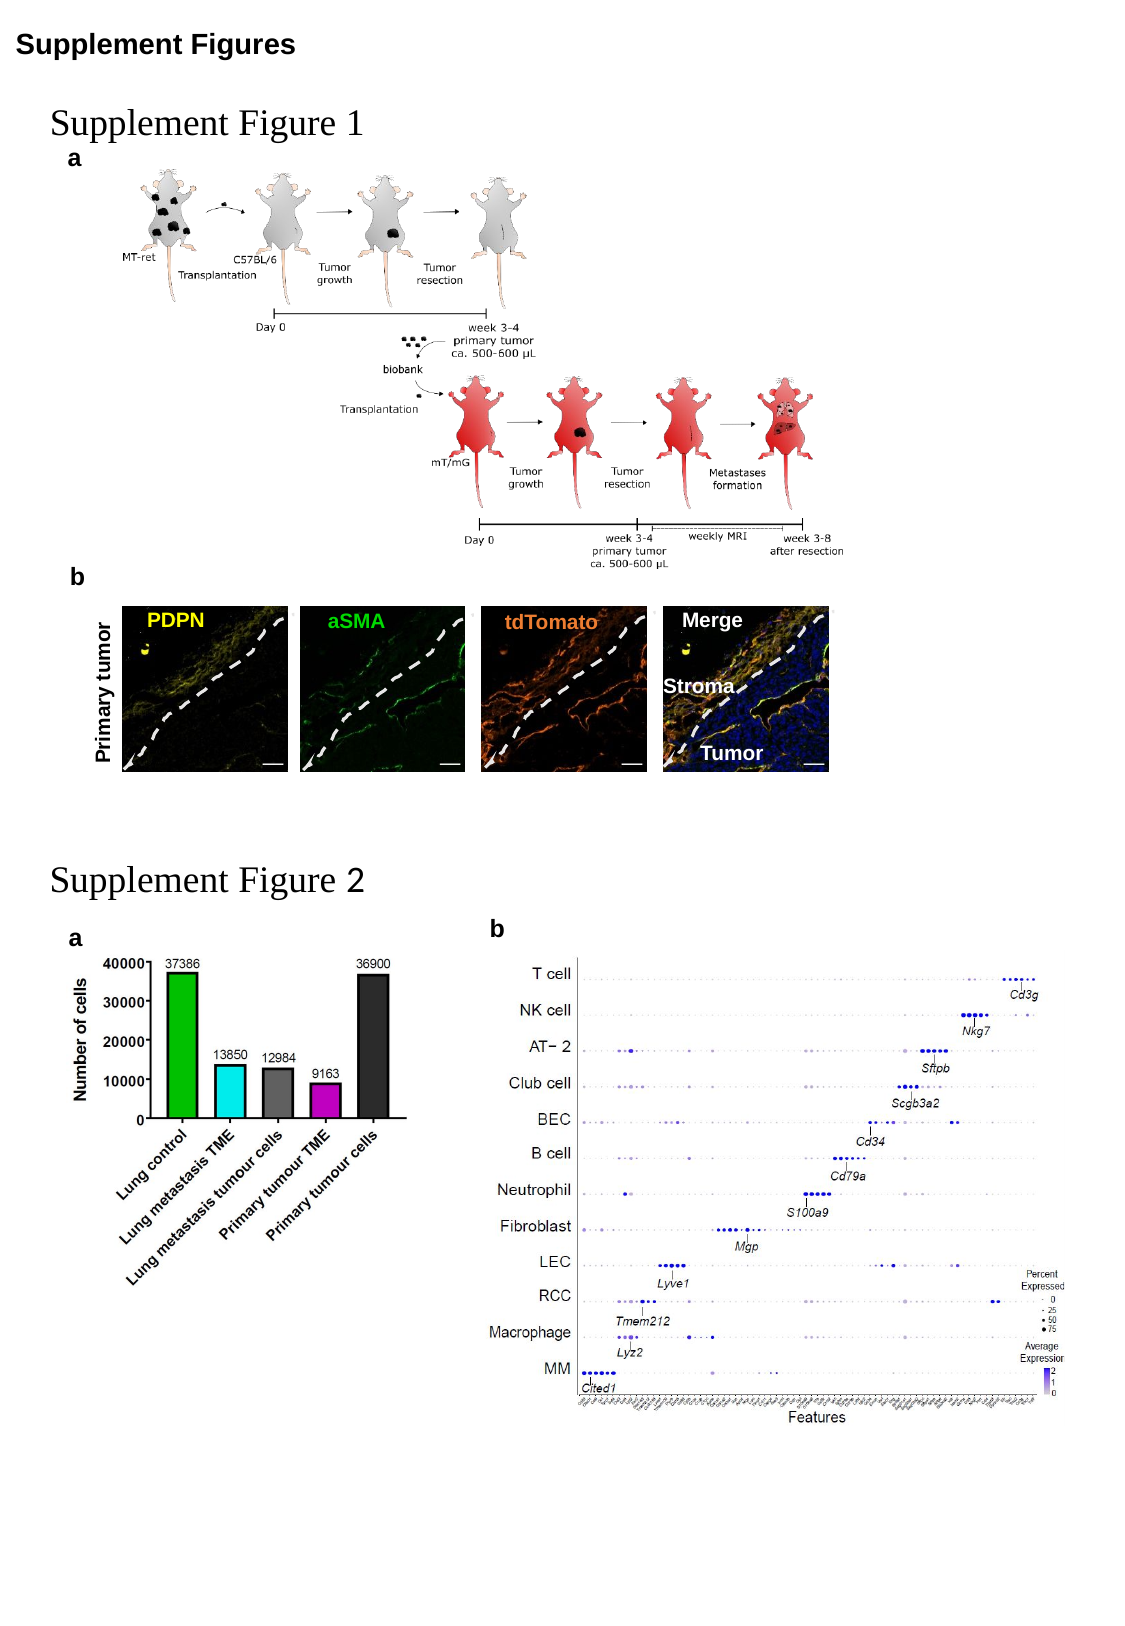

Supplement Figures
Supplement Figure 1
a
b
PDPN
Merge
aSMA
tdTomato
Stroma
Primary tumor
Tumor
Supplement Figure 2
b
a

# Supplementary material for: A Unique Signature for Cancer‐Associated Fibroblasts in Melanoma Metastases
**Source:** Pigment Cell Melanoma Res. 2025 Feb 9;38(2):e70002. doi: 10.1111/pcmr.70002
**Supplement:** Supplementary file 1 — Figure S1. (a) Schematic overview of biobanking and procedures of the MT‐ret derived model. (b) Immunofluorescence staining of PDPN, SMA, and endogenous tdTomato on a primary tumor engrafted in a mT/mG mouse. Arrowhead indicates tdTomato‐positive CAFs. The dashed line indicates the tumor/TME margin. Time point of resection = Day 20. Figure S2. (a) Proportion of different tissues within the dataset. Number of cells per tissue, which passed QC. (b) Dot plot displays the expression of selected lineage markers across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. Figure S3. (a) Expression marker genes, which were used for in silico isolation of fibroblast, across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. (b) Representative marker genes were used to designate subclusters to fibroblast types. Color code indicates the level of gene expression. (c) Cell cycle analysis fibroblast subclusters. Color code indicates in which cell cycle phase cells were as follows: G1 (red), S (green), and G2/M (blue). Dashed line encircles highly proliferative CAF clusters. (d) Tissue of origin of fibroblast subsets. Color code indicates if a cell is derived from unchallenged lung tissues, from lung metastasis, or primary tumor tissue. Figure S4. Metastasis CAF signature is marked by Saa3 expression and related signaling. (a) Violin plots show expression of the top marker genes of metastasis CAFs for all CAF subpopulations. (b) GO term analysis with the top marker genes with an adjusted p‐value < 0.01 and an average log2 fold change > 1 (Metascape: Zhou et al. [2019]). (c) Expression of Saa3 in all cell clusters. Figure S5. TME cluster in MM and unchallenged lung tissues. (a) TME clusters extracted from Figure 1d with cells color coded for subclusters. (b) Tissue of origin of subsets.

## Slide 1
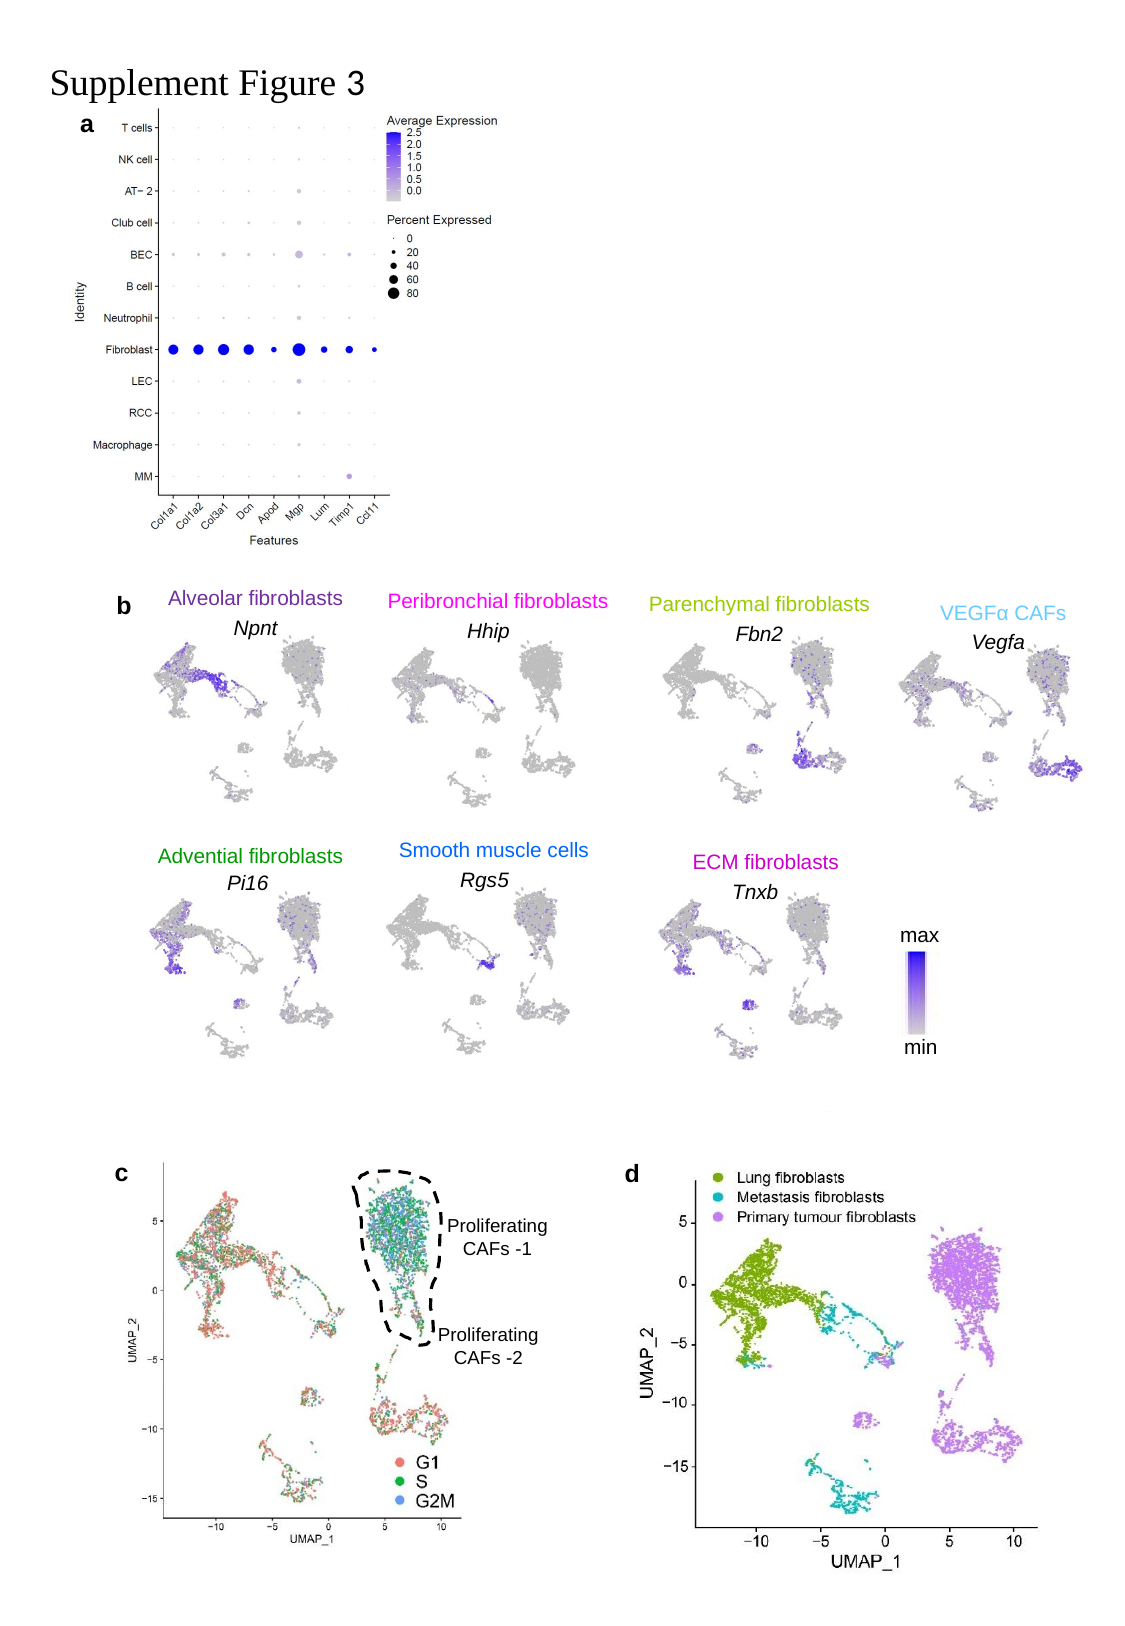

Supplement Figure 3
a
Alveolar fibroblasts
Npnt
Peribronchial fibroblasts
Hhip
b
Parenchymal fibroblasts
Fbn2
VEGFα CAFs
Vegfa
Smooth muscle cells
Rgs5
Advential fibroblasts
Pi16
ECM fibroblasts
Tnxb
max
min
c
d
Proliferating CAFs -1
Proliferating CAFs -2

# Supplementary material for: A Unique Signature for Cancer‐Associated Fibroblasts in Melanoma Metastases
**Source:** Pigment Cell Melanoma Res. 2025 Feb 9;38(2):e70002. doi: 10.1111/pcmr.70002
**Supplement:** Supplementary file 1 — Figure S1. (a) Schematic overview of biobanking and procedures of the MT‐ret derived model. (b) Immunofluorescence staining of PDPN, SMA, and endogenous tdTomato on a primary tumor engrafted in a mT/mG mouse. Arrowhead indicates tdTomato‐positive CAFs. The dashed line indicates the tumor/TME margin. Time point of resection = Day 20. Figure S2. (a) Proportion of different tissues within the dataset. Number of cells per tissue, which passed QC. (b) Dot plot displays the expression of selected lineage markers across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. Figure S3. (a) Expression marker genes, which were used for in silico isolation of fibroblast, across all cell types. The size of the dot indicates the percentage of cells within a cluster, which express the gene. Color reflects the average expression. (b) Representative marker genes were used to designate subclusters to fibroblast types. Color code indicates the level of gene expression. (c) Cell cycle analysis fibroblast subclusters. Color code indicates in which cell cycle phase cells were as follows: G1 (red), S (green), and G2/M (blue). Dashed line encircles highly proliferative CAF clusters. (d) Tissue of origin of fibroblast subsets. Color code indicates if a cell is derived from unchallenged lung tissues, from lung metastasis, or primary tumor tissue. Figure S4. Metastasis CAF signature is marked by Saa3 expression and related signaling. (a) Violin plots show expression of the top marker genes of metastasis CAFs for all CAF subpopulations. (b) GO term analysis with the top marker genes with an adjusted p‐value < 0.01 and an average log2 fold change > 1 (Metascape: Zhou et al. [2019]). (c) Expression of Saa3 in all cell clusters. Figure S5. TME cluster in MM and unchallenged lung tissues. (a) TME clusters extracted from Figure 1d with cells color coded for subclusters. (b) Tissue of origin of subsets.

## Slide 1
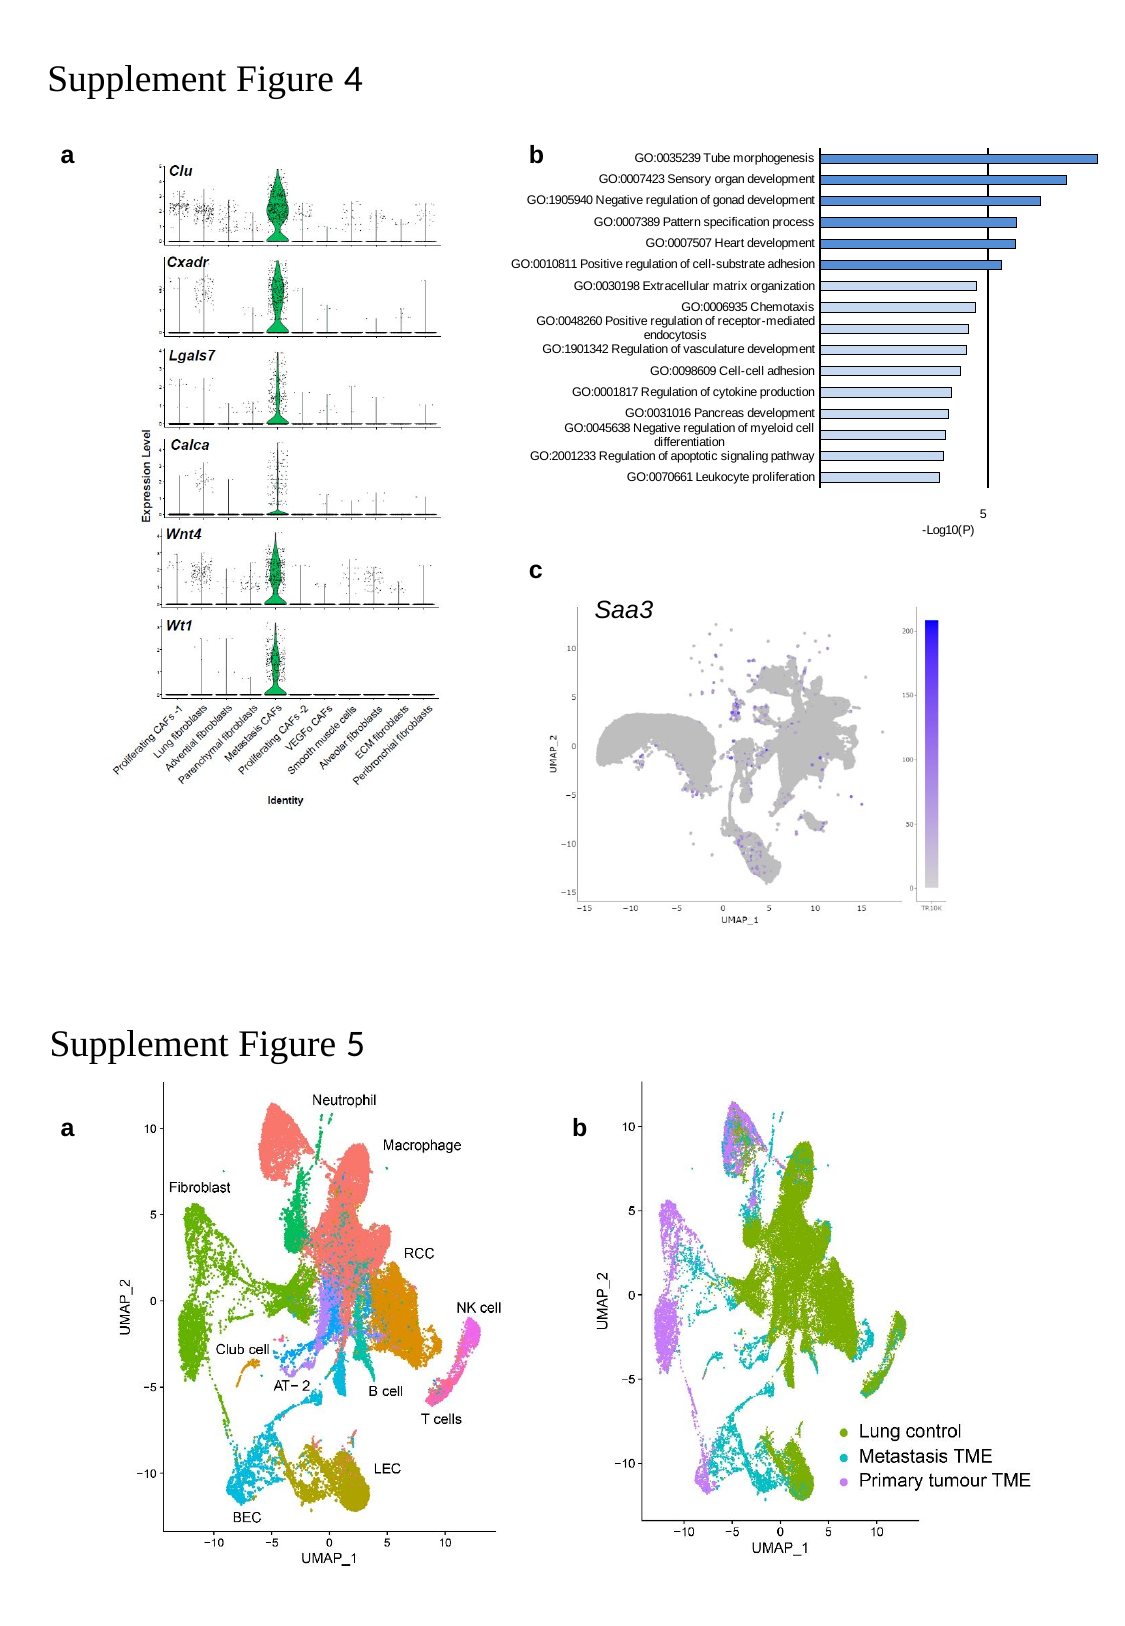

Supplement Figure 4
a
b
### Chart
| Category | |
|---|---|
| GO:0035239 Tube morphogenesis | 8.2759570883 |
| GO:0007423 Sensory organ development | 7.349938779 |
| GO:1905940 Negative regulation of gonad development | 6.5729278714 |
| GO:0007389 Pattern specification process | 5.8421439685 |
| GO:0007507 Heart development | 5.8175920855 |
| GO:0010811 Positive regulation of cell-substrate adhesion | 5.407826039 |
| GO:0030198 Extracellular matrix organization | 4.6728491979 |
| GO:0006935 Chemotaxis | 4.632822424 |
| GO:0048260 Positive regulation of receptor-mediated endocytosis | 4.419773692 |
| GO:1901342 Regulation of vasculature development | 4.3534734426 |
| GO:0098609 Cell-cell adhesion | 4.1695738664 |
| GO:0001817 Regulation of cytokine production | 3.9117559666 |
| GO:0031016 Pancreas development | 3.8242516133 |
| GO:0045638 Negative regulation of myeloid cell differentiation | 3.7496552206 |
| GO:2001233 Regulation of apoptotic signaling pathway | 3.6756380144 |
| GO:0070661 Leukocyte proliferation | 3.5709973758 |5
c
Saa3
Supplement Figure 5
a
b

# Supplementary material for: A Unique Signature for Cancer‐Associated Fibroblasts in Melanoma Metastases
**Source:** Pigment Cell Melanoma Res. 2025 Feb 9;38(2):e70002. doi: 10.1111/pcmr.70002
**Supplement:** Supplementary file 4 — Data S1.

**SUPPLEMENTARY MATERIAL**

**ELISA**

The supernatant was harvested, centrifuged for 20 min at 1000 x g and stored at -80°C. The ELISA was performed with the Sandwich ELISA Kit for Serum Amyloid A3 (#ABIN6973552, antibodies-online) according to the manufacturer's instructions.

How the deposited data were processed for this re-analysis (not part of the article)

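The starting point was the counts table deposited by the authors, in which each count is the number of UMIs of 1 gene in 1 cell, made by Cell Ranger 6.1.1 on GRCm38 and filtered by the authors for cells but not normalized. Its totals per barcode equal the totals deposited beside it. A second deposited table holds log-normalized values and was not used. Only its first cell was compared with the log-normalized counts, and the values were equal. Library names with identical barcodes and counts were merged, and libraries that the labels list as 1 sample were kept as 1 library.

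All cells were clustered with Seurat 5.3.0 (log-normalization, 2000 variable genes, 17 principal components, 20 neighbors, resolution 0.5), and fibroblasts again with 12 principal components. The paper used Seurat 3.2.2. Clusters were named from marker lists fixed beforehand, which extend those the paper states, with Il1b left out of the neutrophil list. Phases were assigned with 42 S and 52 G2M genes. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs without replacement, and a cell with fewer was left out. For a share of 0 the value allowed is 3 counts over the cells measured. Counting intervals are exact at 95%.

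Fibroblast counts were summed per library with at least 20 fibroblasts and fitted with edgeR 4.0.16 (filter by expression, TMM scaling, quasi-likelihood F test, 1 fit for the 3 tissues with 8 libraries, Benjamini-Hochberg over all genes tested). A gene was called at an adjusted p below 0.05. DESeq2 1.42.0 was the alternative. Values per library were compared by exact permutation of the library labels, or by exact sign flips for values paired inside a library, both two-sided. Ratios inside a library used CPM plus a pseudocount of 1 and at least 10 cells on either side.

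Named genes are those the paper names for the single-cell data, fixed paralogs and partners of them, and in each comparison the 5 genes with the largest change in either direction among the called ones with a mean of at least 20 CPM and no overlap between the libraries of the 2 tissues. The rule was fixed before the data were examined, while the paper's tables had been seen. With 2 against 3 libraries, no overlap arises by chance for 20% of genes. Of 25 genes fixed by name 18 were tested, of which 6 passed against primary tumor and 8 against unchallenged lung. Adjusted over the list alone these are 8 and 9. The sheets of the paper's Table S2 were searched for melanoma, leukocyte, mesothelial and fibroblast genes with marker lists, written with those sheets already seen. The extracellular matrix sheet was missing or cut in the copy read and was not searched. Gene positions are from GENCODE vM21.

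Rules that set a verdict were changed after values were seen in 9 places. The first is the spread used for 5 values of the supplement, where a placeholder was replaced with the SD between libraries. Then there are the 3 tests of free melanoma, ciliated cell and macrophage RNA in fibroblast subclusters. Their first form, written before the values, compared percents of UMIs with BEC and excluded free RNA for all 3, but it mixed droplets of unequal depth. UMIs per droplet replaced it, and the rule, with its need for at least 2 types to compare, was written with the values per type in view. It excludes free RNA for the ciliated cell list alone. Melanoma RNA is left open only because of the need for 2 types. The others are the tests of free Saa3 RNA in primary tumor replicate 4, of melanoma RNA for Chl1 and Ptgds, of immune depletion and of mesothelial cells in the metastasis CAF cluster. Each of these 4 became less certain through the change. A second test of depletion, inside unchallenged lung, was added with its values in view. Its first form counted named types alone and excluded depletion in 3 libraries. It was then changed to require the same with the unnamed leukocyte clusters and without neutrophils in the denominator, which leaves 1 library excluded.

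Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 and Matrix 1.6.5 were used. The GO term analysis, the human data, the stainings and the cell culture experiments were not analysed here.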

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

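The 2 tests of immune depletion were chosen only after the result was seen, while those of Cxcl13, Chl1 and Ptgds were written down before their values, though the rule that decides the last 2 was changed afterwards. An outlying library was sought in 11 groups of libraries, and chance alone marks about 1 group in 20.

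In unchallenged lung replicate 5 neutrophils were 16.7% of the cells other than MM cells, apart from the other 3 lung libraries (gap 0.867 of the range). Depletion of CD45-positive cells in those 3 would make them poor in other leukocytes too. By named types they hold 18.7%, 44.1% and 34.8% of them in replicates 1, 4 and 6, more than the 12.2% of replicate 5. That leaves out the unnamed clusters led by Plac8 and Cd300e, of which 93.5% and 99.5% of the cells have a Ptprc UMI. With these, and among cells other than MM cells and neutrophils, the shares are 34.0%, 59.2% and 46.9%, beside 47.9% in replicate 5. Depletion is therefore unlikely for replicate 4, which is higher either way and beyond the counting intervals, and stays open for replicates 1 and 6. Other causes were not tested. Over the 3 tissues, 2 of the 5 libraries under 2% neutrophils hold more other leukocytes than the median library (26.8%, or 42.7% with the unnamed clusters). The others are lung metastasis replicate 5 and primary tumor replicates 5 and 6. With the unnamed clusters, their other leukocytes are 2.74%, 1.02% and 0.0421% of the cells other than MM cells. Replicates 1 to 3 and 4 hold 66.3% and 75.3% in metastasis and 82.5% and 75.4% in primary tumor. Depletion would give such a gap, but without the gates it is not shown. The sort gates of the libraries would decide it.

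Lung metastasis replicate 5 has 5166 cells, far above the other 3 libraries of its tissue (gap 0.917 of the range). Its cells are those of replicate 7, and it holds most metastasis fibroblasts. It also holds 2061 cells classed as MM cells. The cause was not tested. The numbers of called genes, the shares of Saa3-positive fibroblasts and the change of Saa3 against unchallenged lung are given without it in the passages, and most other fold changes are not.

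Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951–95961068), which the paper does not discuss, has the largest rise in metastasis against primary tumor fibroblasts among called genes with a mean of at least 20 CPM and no overlap between libraries (log2 fold change 10.18, SE 0.76, adjusted p 0.00201). It reached 477 and 327 CPM in the metastasis libraries, after scaling for composition, and at most 0.433 CPM in primary tumor and 5.93 CPM in unchallenged lung. The fitted fold rests on 2 Cxcl13 UMIs in primary tumor, both in replicate 6. It passed in all 16 alternatives, with log2 fold changes of 9.72 to 12.48 and adjusted p up to 0.0402. Free RNA is unlikely to be the source, because fibroblasts of replicates 5 and 6 had 436 and 364 CPM before that scaling and BEC of the same libraries 13.9 and 6.22. Without thinning 13.9% and 7.55% of the fibroblasts had a UMI (median 2968 and 5467 UMIs) and 3.19% and 1.59% of BEC (median 1840.5 and 3162.5).

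Chl1 (ENSMUSG00000030077, chromosome 6, 103510586–103750211) rose by 10.98 on the log2 scale (SE 1.49, adjusted p 0.0320) and Ptgds (ENSMUSG00000015090, chromosome 2, 25466709–25470046) by 9.03 (SE 1.30, adjusted p 0.0265) in metastasis against unchallenged lung fibroblasts. Unchallenged lung fibroblasts held no Chl1 UMI, so the fit alone sets the size of that fold, and the fold of Ptgds rests on 4 UMIs. Over the alternatives the values were 8.00 to 11.75 for Chl1, weaker in 4 of 17 (adjusted p up to 0.121), and 7.45 to 12.06 for Ptgds, weaker in 5 of 17 (adjusted p up to 0.146). Melanoma cells express both genes, and their RNA in the fibroblast droplets could account for part of the rise. Judged by the melanoma genes found in the fibroblasts, melanoma RNA would be 18.5% of their RNA in lung metastasis replicate 5 and 4.17% in replicate 6. Such RNA would give a mean of 25.8% of the Chl1 and 72.0% of the Ptgds found. In replicate 5 the Chl1 found (48.8 CPM, interval 39.2 to 60.2) lies within the 20.6 to 59.0 CPM that melanoma RNA would give, depending on the melanoma library used. In replicate 6 the Chl1 found (252 CPM, interval 197 to 317) lies above the 4.65 to 13.3 CPM expected. For Ptgds, 449 CPM were found against 180 to 481 expected in replicate 5, and 273 against 40.6 to 108 in replicate 6. The 2 libraries differ, so the question stays open. Fibroblasts sorted free of melanoma cells would settle it.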

How the results depend on the processing

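The alternatives that leave out the highest Scrublet scores or the subclusters led by another cell type, count repeated names as libraries, add the unnamed leukocyte clusters to the immune cells, drop the 2 shallowest libraries, take in all libraries or cluster without Saa3 were chosen only after the data had been seen. No alternative turned a called result to the opposite sign. Of the 22 fold changes not called, 12 took the opposite sign in at least 1 alternative, such as Il1b against primary tumor (-8.39 to 1.60) and Il1r1 against unchallenged lung (-0.29 to 1.97). Causes of the shifts were not tested unless stated.

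The number of genes called is the least stable result. For metastasis against primary tumor (117) it was 273 with DESeq2, 352 with no filter on low counts, 390 with only the 2 groups fitted, 211 without cells of mixed identity, 53 without the metastasis CAF cluster and 464 with a replicate block. For metastasis against unchallenged lung (105) these gave 473, 709, 35, 319, 3 and 513. The samples of the lung comparison share a replicate number and a sequencing run but no mouse. That block therefore has no pairing by mouse behind it, and with 2 pairs it could not be checked. Leaving out 1 library gave 2 to 15 and 7 to 301 genes. Among alternatives chosen later, leaving out the subclusters led by another cell type gave 221 and 292, counting repeated names as libraries 1539 and 2405, and dropping the 2 shallowest libraries 190 and 338. The repeated names hold the same cells again, which shrinks the spread by construction. Of the called genes, 83.8% are higher in metastasis against primary tumor, but 76.2% with DESeq2, 68.2% with only 2 groups, 64.9% with the block and 53.9% with repeated names as libraries, chosen later. Against unchallenged lung 91.4% are higher, but 61.1% with DESeq2, 54.4% with no filter and 53.0% with the block. With repeated names 45.1% are higher, so the majority turns over.

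Saa3 against primary tumor (3.86, adjusted p 0.0760) passed with DESeq2 (3.87), no filter (3.81), only 2 groups (3.86), the replicate block (5.39), without primary tumor replicate 4 (5.42) and with repeated names as libraries (4.30, chosen later). Leaving out 1 library gave 3.00 to 5.42. Against unchallenged lung (10.64) it no longer passed without the metastasis CAF cluster (7.74) or without either metastasis library, and leaving out 1 library gave 9.85 to 11.14. The first comparison therefore hinges on how the spread between 2 and 3 libraries is estimated and on primary tumor replicate 4.

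The log2 ratio of Il1b in neutrophils (5.76) was 6.61 in the metastasis libraries only, where 4 libraries cannot give p below 0.125, and 5.33 to 6.01 with 1 library left out. The S or G2M difference (27.0 points) was 48.4 points without thinning and 10.6 points for Mki67 or Top2a. It could not be repeated without a library, since only 1 entered.

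The shares of the metastasis CAF cluster, of Saa3-positive fibroblasts and of neutrophils, and the ratios of Saa3 and Il1r1 inside metastasis libraries, were not called in any setting, so they had no call to lose. With 2 metastasis libraries no permutation could reach 0.05. The cluster share with all libraries, chosen later, could (4 against 4, smallest two-sided exact p 0.0286) and gave p = 0.143 against either tissue. Requiring 50 fibroblasts per library kept the same libraries and tests nothing. The filter on cells by quantile was not run, because the deposited counts hold only the cells that passed it. Of 518 alternatives of the 31 called fold changes, Saa3 included, 147 (28.4%) lost the call. Of 348 of the 22 not called, 14 gained one.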

Differences from the paper's values

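The count of fibroblasts with repeated names was chosen only after the difference was seen.

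The paper states 227146 cells after quality control. The deposited counts hold 110283 barcodes, and 100359 when each cell is counted once. The source of the missing cells is not given in the sources used here. For the lung metastasis TME the paper's 13850 cells equal the barcodes deposited under 7 names, while 7648 are distinct, so by construction the paper's number counts the cells of replicates 5 and 6 under both of their names.

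The paper gives approximately 8400 fibroblasts and 5448 distinct ones were found. With the repeated names kept, an alternative chosen after seeing this gap, there are 8175, which closes it.

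For Clu, the paper's Table S2 gives a log2 fold change of 3.08 for the metastasis CAF cluster against all other fibroblasts and the rebuilt cluster 3.04 (SD between libraries 0.0334). It stays different at resolution 0.3 (3.03), at resolution 1.0 (3.04) and with the cluster defined without clustering (3.15), values on either side of the paper's. The gap is small and its SD rests on 2 libraries. Over the 562 genes of the sheet all have the same sign, with a median absolute difference of 0.0506 and a correlation of 0.974. The paper's test took cells as replicates.

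The paper states that neutrophils were mainly derived from lung metastasis samples. Of the neutrophils of the 3 tissues, 14.1% came from the lung metastasis TME and 74.8% from unchallenged lung. The mean share per library was higher in metastasis (9.54% against 5.85%), short of a difference that the libraries can separate (two-sided exact permutation p = 0.629 with 4 libraries each, smallest possible 0.0286).

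The paper states that Tnf was scattered over all clusters. Here a Tnf UMI was found in all 12 types and the 3 unnamed clusters, at very different levels. No background from free RNA was set for Tnf, so whether every type expresses the gene is open. Over the TME and unchallenged lung libraries, Tnf averaged 103 CPM in neutrophils, 10.3 in club cells and 7.58 in AT-2 cells. It averaged 3.14 CPM in fibroblasts and 0.0142 in MM cells. Fibroblasts of unchallenged lung replicate 6 held 118 Tnf UMIs and those of the 2 larger metastasis libraries no UMI (none of 420 at 1000 UMIs in replicate 5).

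The paper states that MM primary tumors contain no SAA3-positive CAFs. In sequencing, 8 of 193 fibroblasts of primary tumor replicate 4, 6 of 136 of replicate 5 and 99 of 2053 of replicate 6 held a Saa3 UMI, and a single one of replicate 4 held 87. At 1000 UMIs the share in replicate 6 was 3.42% (interval 2.57 to 4.47), beside 0.791% of BEC. Without thinning the shares were nearly equal, 4.82% and 4.69%, at median depths of 1129 and 4998 UMIs. Free RNA is therefore not excluded as the source in replicate 6. The protein was not analysed here.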

Other observations

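The tests of doublets by depth, of melanoma, ciliated cell and macrophage RNA per droplet, of mesothelial cells, of Saa3 in mesothelial-like cells and of single cells with many Saa3 UMIs were chosen only after the result was seen.

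Outside the metastasis CAF cluster, 6.22% and 15.8% of the metastasis fibroblasts of replicates 5 and 6 had a Saa3 UMI at 1000 UMIs, and 4.21% and 14.5% of BEC. Free Saa3 RNA is thus a likely source of the UMIs outside the cluster. It does not account for single cells. The fibroblast of replicate 5 with the most Saa3 UMIs held 34, where its depth and the highest level of another cell type give 0.359 (upper limit 4). A cell of another type in this library held 21, so a high count is not particular to fibroblasts there.

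In primary tumor replicate 4, 2.09% of the fibroblasts outside the cluster had a Saa3 UMI at equal depth, none of 120 BEC (up to 2.50% allowed) and 0.648% of macrophages, so free RNA may or may not be their source. Its fibroblast with 87 Saa3 UMIs is unlikely to be one of them, as 0.117 is the number free RNA would give (upper limit 3). Cells of other types also held up to 65 in this library, so a high count is not unique to fibroblasts. Staining of that tumor for Saa3 RNA would tell whether such cells are rare CAFs.

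The fibroblast subcluster led by melanoma genes holds 0.987% of its UMIs on the melanoma list, beside 0.153% in BEC, 0.155% in the other fibroblasts of primary tumor replicate 6 and 1.96% in MM cells of all libraries. These droplets are shallow, though, and per droplet they hold a median of 10 UMIs of the list, beside 7 in BEC and 7 in the other fibroblasts. Of all fibroblasts of this library, 10.5% exceed the 16 UMIs that bound 97.5% of BEC. BEC are the only type here to compare with, at another depth, so free melanoma RNA stays open as the source. Droplets with a melanoma cell and a fibroblast are unlikely, since the ratio of its median UMIs to those of the other fibroblasts is 0.194. The paper's sheet for proliferating CAFs-1 is led by Dct, in 99.8% of its cells by the paper and in 99.5% of this subcluster. That share does not set the subcluster apart, as 98.8% of BEC and 99.0% of the other fibroblasts of primary tumor replicate 6 hold a Dct UMI. Shallow melanoma cells or debris within the fibroblast class remain a candidate explanation, which was not tested further.

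In unchallenged lung replicate 6, the subcluster led by ciliated cell genes has 0.335% of its UMIs on that list (BEC 0.0416%, RCC 0.438%), and the one led by macrophage genes 1.25% on its list (BEC 0.0743%, other fibroblasts 0.531%, macrophages 1.68%). For the ciliated cell list, 9.25% of the fibroblasts of the library hold more UMIs than 97.5% of BEC, LEC, B, T and NK cells, where free RNA would give about 2.5%, so free RNA is unlikely to be the whole source. For the macrophage list the share is 1.15%. The types to compare with differ, since BEC, LEC and T cells hold a mean of 1.67, 1.60 and 2.25 of its UMIs per droplet, B cells and NK cells 15.3 and 14.2, and the fibroblasts 12.9. Which of them show the level of free RNA was not tested, so free macrophage RNA stays open. The paper's sheet for the lung cluster has 6 of 6 listed leukocyte genes, with Ptprc in 77.2% of its cells by the paper and 78.5% of the cells of these 2 subclusters. Other cell types left among the fibroblasts could also give this.

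The metastasis CAF cluster carries mesothelial genes. Of 12 such genes absent from the paper's sheet for this cluster, 11 were higher than in other fibroblasts in both metastasis libraries, with a median log2 ratio of 3.96. Mesothelial cells that lack fibroblast genes could explain this. The fibroblast list had a median log2 ratio of 0.34, with 5 genes higher and 2 lower in both libraries, which leaves it open for the cluster as a whole. Cells with at least 2 of the mesothelial genes held the fibroblast list at 8224 and 21958 CPM in replicates 5 and 6, beside 140 and 319 in BEC, so such cells are unlikely to lack fibroblast genes. They are 85 of the 242 cluster cells, and 88.2% of them have a Col1a1 UMI, against 97.1% of the 105 with none of the genes. As a hypothesis, part of the cluster may be mesothelial cells with a fibroblast program, which lineage tracing with Wt1 would test.

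Mesothelial-like cells also occur in unchallenged lung. At 1000 UMIs, 23.7% of those of metastasis had a Saa3 UMI (22 of 93) and none of 213 in unchallenged lung, which allows up to 1.41%. The primary tumor had 2 of 17. These are not the same kind of cells throughout, since 86 of the 94 metastasis cells lie in the metastasis CAF cluster and 13 of the 216 lung cells do, and unchallenged lung replicate 6 supplies 197 of the 213. Free RNA adds to the metastasis value, as 4.21% and 14.5% of BEC had a UMI. Median depths were 5971 and 2338 UMIs. Since both were thinned, depth is unlikely to be the reason. A difference in kind of cell stays open.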
